# Deep sequencing-based characterization of transcriptome of trifoliate orange (*Poncirus trifoliata* (L.) Raf.) in response to cold stress

**DOI:** 10.1186/s12864-015-1629-7

**Published:** 2015-07-29

**Authors:** Min Wang, Xiaona Zhang, Ji-Hong Liu

**Keywords:** *Poncirus trifoliata*, RNA-seq, Cold stress, Transcriptome profiling, Digital gene expression, Citrus

## Abstract

**Background:**

Trifoliate orange (*Poncirus trifoliata* (L.) Raf.) is extremely cold hardy after a full acclimation; however the underlying molecular mechanisms underlying this economically valuable trait remain poorly understood. In this study, global transcriptome profiles of trifoliate orange under cold conditions (4 °C) over a time course were generated by high-throughput sequencing.

**Results:**

More than 68 million high-quality reads were produced and assembled into a non-redundant data of 77,292 unigenes with an average length of 1112 bp (N50 = 1778 bp). Of these, 23,846 had significant sequence similarity to known genes and these were assigned to 61 gene ontology (GO) categories and 25 clusters of orthologous groups (COG) involved in 128 KEGG pathways. Sequences derived from cold-treated and control plants were mapped to the assembled transcriptome, resulting in the identification of 5549 differentially expressed genes (DEGs). These comprised 600 (462 up-regulated, 138 down-regulated), 2346 (1631 up-regulated, 715 down-regulated), and 5177 (2702 up-regulated, 2475 down-regulated) genes from the cold-treated samples at 6, 24 and 72 h, respectively. The accuracy of the RNA-seq derived transcript expression data was validated by analyzing the expression patterns of 17 DEGs by qPCR. Plant hormone signal transduction, plant-pathogen interaction, and secondary metabolism were the most significantly enriched GO categories amongst in the DEGs. A total of 60 transcription factors were shown to be cold responsive. In addition, a number of genes involved in the catabolism and signaling of hormones, such as abscisic acid, ethylene and gibberellin, were affected by the cold stress. Meanwhile, levels of putrescine progressively increased under cold, which was consistent with up-regulation of an arginine decarboxylase gene.

**Conclusions:**

This dataset provides valuable information regarding the trifoliate orange transcriptome changes in response to cold stress and may help guide future identification and functional analysis of genes that are importnatn for enhancing cold hardiness.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1629-7) contains supplementary material, which is available to authorized users.

## Background

Plants are frequently challenged by various environmental stresses, among which cold temperatures are one of the major factors that adversely influence plant growth and development, crop yield potential and geographic distribution [1]. Plants have evolved a diverse set of adaptive mechanisms in order to withstand cold stresses, one of these is acquired freezing tolerance following prior exposure to non-freezing low temperature, a phenomenon known as cold acclimation (CA) [2]. Studies of the mechanisms underlying CA-mediated improvement of freezing tolerance have suggested the importance of a wide range of physiological, biochemical, cellular and molecular processes, and these have been associated with modulation of gene transcription [3].

Significant progress has been made in identifying key components of the cold stress signaling network. Of particular note was the identification and characterization of C-repeat (CRT)-binding factors (CBFs), also known as the dehydration-responsive element-binding factors 1 (DREB1s) [4], which have been reported to be conserved among dicots and monocots. CBF genes play critical roles in mediating cold stress response by regulating a spectrum of cold-regulated (COR) genes, collectively called the CBF regulon, through binding to the *cis*-acting element (CRT/DRE) within their promoters [4, 5]. Regulation of COR genes by CBFs constitutes the predominant cold signaling pathway in plants. In addition, characterization of either positive or negative regulators of CBF genes, including *ICE1* (Inducer of CBF Expression 1), *HOS1* (High Expression of Osmotically Responsive Gene 1), and *MYB15* has provided a more complete understanding of the complexity of CBF-mediated cold signaling [6–8].

The expression patterns of large numbers of cold-responsive genes, including both regulatory genes and structural genes, are altered during exposure to cold [5]. For example, in *Arabidopsis thaliana* approximately 1000 genes were shown to exhibit different expression under cold stress, while more than 2 % of wheat genome were reported to show altered expression in response to cold [9, 10]. Several other studies have reported similar changes in gene expression patterns in various plant species [11–13]. Although increasing numbers of genes involved in cold responses are being identified and characterized in an array of plant species, the proportions are still small relative to observed genome wide changes, and most genes involved in this process have yet to be functionally characterized. On the other hand, plants have also developed a CBF-independent pathway for adapting to cold stress, which is corroborated by the finding that only 12 % of cold-responsive genes are likely under the control of CBFs [14]. However, this CBF-independent pathway has not been well characterized.

Genome-wide transcriptome analysis represents a potentially valuable strategy for elucidating the breadth of molecular mechanisms underlying physiological processes and it can substantially increase the efficiency of identifying genes of interest. Recent developments in high-throughput DNA sequencing technologies and associated analytical approaches, such as RNA-Seq, allow the generation of large-scale transcriptome data for both model and non-model species [15]. Over the last few years, deep sequencing using Illumina-based RNA-Seq has been increasingly applied to capture an overview of RNA transcript profiles in a range of plant species following exposure to diverse and adverse environmental conditions, including high salinity, drought, cold temperatures, and pathogen attack [11–13, 16–18]. For example, Illumina sequencing-based snapshots of the transcriptomes of non-model species, such as *Anthrurim andraeanum*, *Camellia sinensis* and *Lilium lancifolium* under cold treatment have been reported, together with identification of many differentially expressed genes (DEGs) [11–13]. RNA-Seq has thus been proven to act as a powerful approach for creating transcriptomic data for non-model plants, particularly those without substantial existing sequence data [19].

Trifoliate orange (*Poncirus trifoliata* (L.) Raf.), a diploid (2n = 2× = 18) with high degree of heterozygosity, is most closely related to *Citrus* spp., the genome of which has been sequenced [20]. One of its notable attributes is the striking cold hardiness after a period of CA. To date, several cold-responsive *P. trifoliata* genes have been isolated by homology-based cloning and low-throughput cDNA library screening. One such study described the characterization of cDNAs corresponding to eight up-regulated and six down-regulated *P. trifoliata* genes following a gradual CA temperature regime, using mRNA differential display-reverse transcription (DDRT)-PCR [21]. Additionally, suppression subtractive hybridization (SSH) has been used to screen cDNA libraries, resulting in the identification of non-redundant differentially expressed sequence tags (ESTs) [22, 23]. Based on these studies, several *P. trifoliata* stress-responsive regulatory or structural genes, such as *PtADC*, and *PtrbHLH*, have been functionally characterized and shown to play key roles in cold tolerance [24, 25]. However, such analytical approaches have not provided a global overview of the molecular mechanisms underlying the CA-mediated cold tolerance in *P. trifoliata*. In this current study, a comprehensive transcriptome analysis of trifoliate orange under cold stress was performed, using the Illumina-based paired-end deep sequencing platform. More than 6.1 million pairs of high-quality sequence were assembled and annotated, and large sets associated with transcripts involved in diverse metabolic processes and signaling pathways were identified. In addition, a total of 5549 predicted genes with regulatory or protective roles were revealed to be either up- or down-regulated by cold at different time points. Exposure to cold temperatures resulted in an increase in the abundance of transcripts associated with several metabolic pathways and the expression data further suggested the involvement of both the CBF-dependent and independent pathways in the cold responses. The RNA-seq and digital expression profiling described here have yielded valuable insights into the understanding the molecular events related to cold responses in trifoliate orange and the dataset represents a significant resources for targeting genes in future breeding efforts.

## Results

### Transcriptome sequencing and *de novo* assembly

A cDNA library was constructed using equal amounts of RNA extracted from *P. trifoliata* seedlings that had been exposed to various stresses, including cold temperatures (4 °C), high salinity and drought. 

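The pooled library held RNA from cold, salt and drought treatments in 1 sample, so its values describe a mixture of treatments and organs and have no replicate error. For each of 77292 unigenes the authors gave a length, the number of fragments, an FPKM value and the best match in each annotation database. The fragments had a median of 19 and a mean of 244 per unigene, and 7297 unigenes (9.44%) had none. The clean reads of Table 1 were counted before matching, and the values here use the matched fragments. The unigene with the most fragments was CL7451.Contig1_All, chosen after its values were seen, with 844768 fragments or 4.48% of the total. Length statistics, shares of unigenes by FPKM and annotation tallies were computed from these values without a test. The FPKM shares over all unigenes have an exact 95% Clopper-Pearson interval. It treats unigenes as independent draws, although all were counted, and leaves out the error of the fragment counts. Of the unigenes, 39027 (50.5%) were contigs of 9831 clusters of similar sequences, among which fragments can be split, and 38265 were singletons.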

To characterize the trifoliate orange transcriptome, the cDNA library was subjected to paired-end (PE) read sequencing using the Illumina HiSeq2000 platform. After removing reads of low quality, adaptor sequences or reads with >5 % ambiguous nucleotides, we got a total of 68,041,582 clean PE reads consisting of 6,123,742,380 nucleotides (5.84 Gb), with an average GC content of 45.2 %. These high-quality reads were then *de novo* assembled using the Trinity program [26], resulting in 115,114 contigs with an average length of 372 bp and an N50 length of 776 bp (Table 1). Based on the PE sequence information, the contigs were further assembled to give 77,292 unigenes, which accounted for 85,969,539 nucleotides (82.0 Mb), with an average length of 1112 bp. Of these unigenes, 48,256 (62.5 %) were longer than 500 bp, 31,674 (41.0 %) were longer than 1000 bp, 20,209 (26.2 %) were longer than 1500 bp and 12,309 (15.9 %) were longer than 2000 bp (Fig. 1). 

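The unigenes ranged from 200 to 13828 bp, with a median of 756 bp and an N50 of 1778 bp. The total length came to 85969539 bp over 77292 unigenes, and the mean to 1112 bp. The longer mean than median shows a distribution with a tail of long unigenes. Each length was read from the list of unigenes of the pooled library.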

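Of the unigenes listed, 48256 (62.4%) had a length of at least 500 bp and 31674 (41.0%) of at least 1000 bp. At least 1500 bp was reached by 20209 (26.1%), at least 2000 bp by 12309 (15.9%) and at least 3000 bp by 4396 (5.69%).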

Further analysis showed that sequencing depth of the unigenes ranged from 0.0175 to 93,708, with an average of 49.57, while the number of reads uniquely mapped to a unigene ranged from 1 to 1,675,941. 

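A small set of unigenes took most of the fragments. Unigenes with an FPKM over 100 held 56.4% of all fragments, and unigenes with an FPKM under 1 held 0.989%. The deposited list gives fragments, and CL7451.Contig1_All at its head corresponds to 1689536 reads when a fragment is taken as a read pair. Depth per base was not computed, since the list holds fragments and not alignments.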

The transcriptome data have been deposited at DDBJ/EMBL/GenBank under the accession number of GCVN00000000.

**Table 1:** Summary of *P. trifoliata* RNA-Seq data

	High-quality sequences (n)	Total bases (base pairs, bp)	Average length (bp)	N50 (bp)
Reads	68,041,582	6,123,742,380	2*90	-
Contigs	115,114	42,846,307	372	776
Unigenes	77,292	85,969,539	1112	1778

**Fig. 1:**
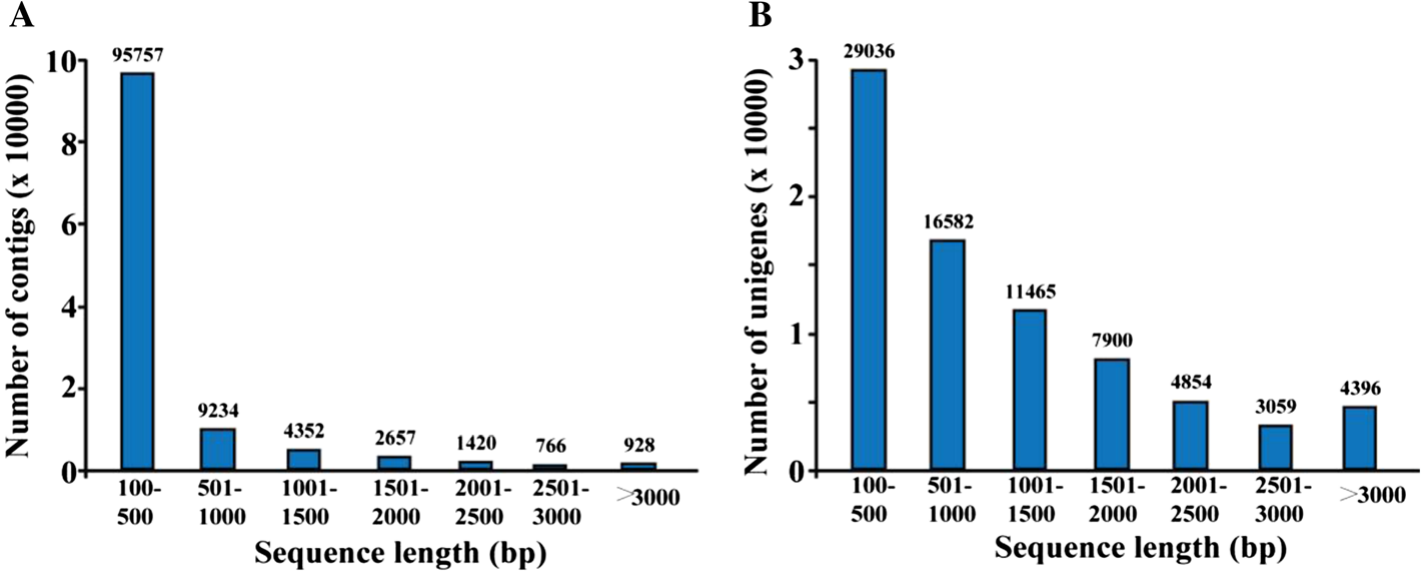
Length distributions of contigs (**a**) and unigenes (**b**) in trifoliate orange transcriptome

Gene expression levels were calculated based on FPKM (fragments per kb per million fragments) method [26], and among the unigenes, 28,393 (36.7 %) and 65,372 (84.5 %) had FPKM values smaller than 1.0 and 10.0, respectively, whereas only 1241 (1.6 %) had FPKM values > 100. This suggests that most of the unigenes were expressed at low levels.

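Low expression was the rule in the pooled library. Of 77292 unigenes, 28392 had an FPKM under 1 (36.7%, exact 95% Clopper-Pearson interval 36.4 to 37.1%). An FPKM under 10 was found for 65370 unigenes (84.6%, interval 84.3 to 84.8%), and an FPKM over 100 for 1278 (1.65%, interval 1.56 to 1.75%). The shares depend on which unigenes are counted. Among the 48256 unigenes of at least 500 bp, 54.4% had an FPKM under 1, and among those with at least 10 fragments 12.7% did.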

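The median FPKM over all unigenes was 2.23 and the highest was 27804, for Unigene29878_All, annotated as a putative mitochondrial protein. That unigene was chosen after its values were seen. Unigenes with a match in the Nr protein database had a median FPKM of 1.28 and those without a match 3.52, at median fragment numbers of 18 and 20. From the spread of the FPKM values the paper proposes that most unigenes were expressed at low levels.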

### Functional annotation of unigenes

The assembled unigene sequences were used to search public databases, including the NCBI non-redundant protein database (nr), the Swissprot protein database, the Gene Ontology (GO) database, the Clusters of Orthologous Groups (COGs) database, and Kyoto Encyclopedia of Genes and Genomes (KEGG) database, using the BLASTX algorithm with an *E*-value threshold of 1e^−5^. 

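Most unigenes of the pooled library carried a database match. Counted from the annotation columns, 58001 unigenes (75.0%) had an Nr match, 53701 (69.5%) an Nt match and 36444 (47.2%) a Swiss-Prot match. COG assigned 23845 (30.9%), KEGG 34746 (45.0%) and GO 45818 (59.3%). At least 1 of these annotations was present for 59777 unigenes (77.3%). In 1 place of the list the annotation of a unigene runs over onto a second line, and that line was not counted as a unigene.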

In total, 59,777 (77.3 %) unigenes were matched to a sequence in at least one of the above-mentioned databases (Table 2) and 58,001 and 36,445 unigenes had significant hits (*E*-value < 1e^−5^) in the Nr and Swissprot non-redundant protein databases, respectively. In terms of *E*-value distribution, 37.4 % of the homologs ranged between 1e^−5^ and 1e^−45^, while a majority of the sequences (62.5 %) showed a threshold e-value < 1e^−45^ indicating strong homology (Fig. 2a). Among the unigenes annotated using the Nr database, 74.6 % had more than 60 % similarity with the corresponding gene sequence (Fig. 2b). Overall, the unigene sequences exhibited most similar BLASTx matches to gene sequences from *Vitis vinifera* (31.8 %), followed by those from *Ricinus communis* (26.5 %), *Populus trichocarpa* (22.2 %), *Glycine max* (6.3 %), *Medicago truncatula* (2.0 %) and *A. thaliana* (1.4 %) genes (Fig. 2c).

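Grapevine, castor bean and poplar gave most of the best matches, and Citrus gave few. Of 58001 unigenes with an Nr match, 18487 (31.9%) matched *Vitis vinifera*, 15365 (26.5%) *Ricinus communis* and 12874 (22.2%) *Populus trichocarpa*. *Glycine max* followed with 3659 (6.31%), *Medicago truncatula* with 1147 (1.98%) and *Arabidopsis thaliana* with 786 (1.36%). *Citrus sinensis* accounted for 490 unigenes (0.845%). The species was read from the end of each Nr description, which named 421 different species, and 333 unigenes had none that could be read.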

**Table 2:** List of *Poncirus trifoliata* transcriptome annotations

Public database	No. of unigene hits	Percentage (%)
Nt	53,702	69.5
Nr	58,001	75.0
SwissProt	36,445	47.2
GO	34,747	45.0
COG	23,846	30.9
KEGG	45,819	59.3
ALL	59,777	77.3

Nt: Nucleotide database; Nr: Non-redundant protein sequence database

SwissProt: Swiss-Prot protein sequence database; GO: Gene Onotology database

COG; Cluster of Orthologous Groups of proteins

KEGG: Kyoto Encyclopedia of Genes and Genomes

**Fig. 2:**
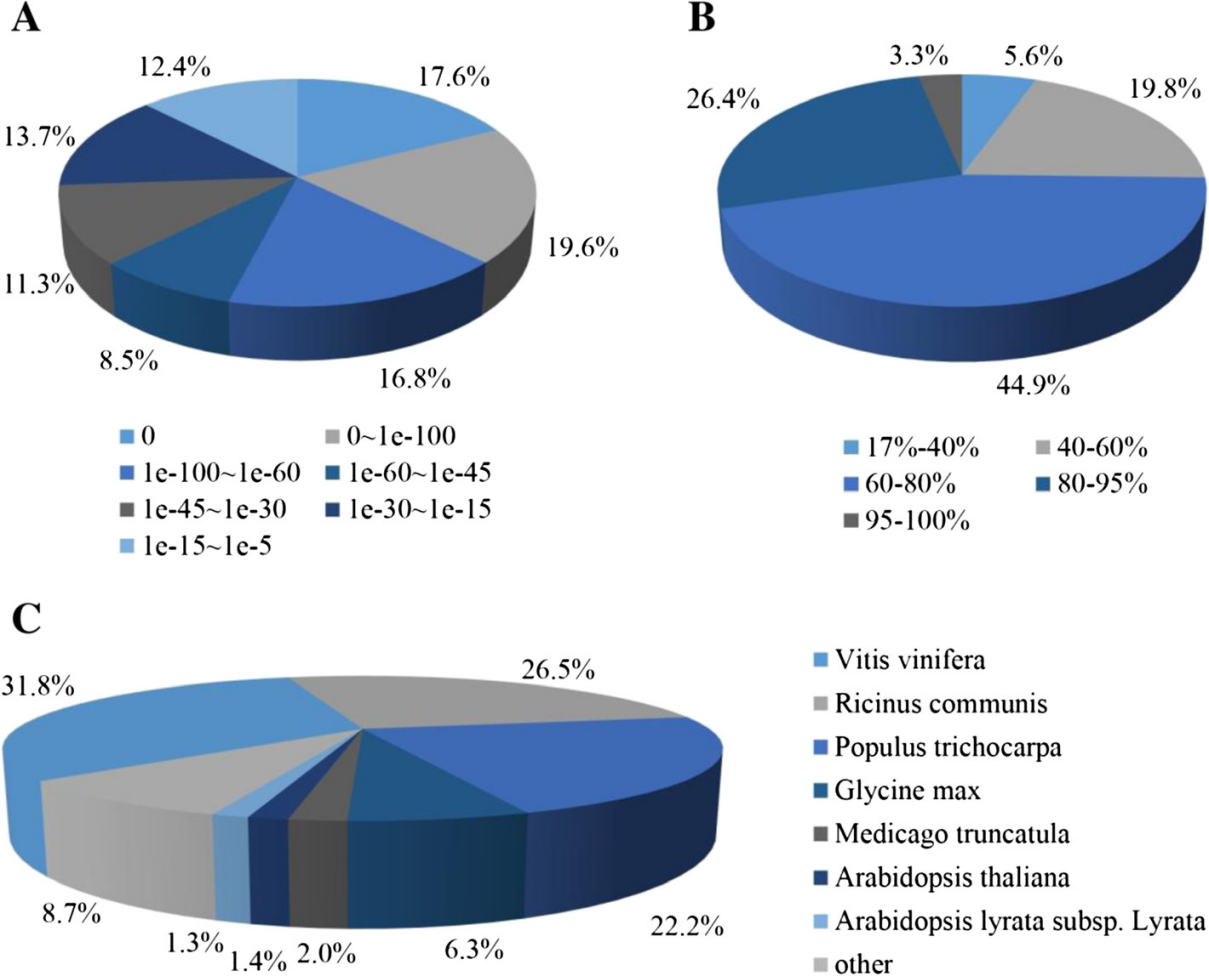
Characteristics of homology search of unigenes against NCBI non-redundant (Nr) database. **a**. *E*-value distribution of BLAST hits for each unique sequence with a cut-off *E*-value of 1e^−5^. **b**. Similarity distribution of top BLAST hits for each unigene. **c**. Species distribution of the top BLAST hits for each unigene with a cut-off *E*-value of 1e^−5^

GO analysis was widely used to assign putative gene function to uncharacterized sequences. We used the information from the Nr annotation together with the WEGO program [27] to categorize 34,747 unigenes into 61 functional groups (Fig. 3), and these were further divided among three GO terms: ‘including molecular function’, ‘cellular component’, and ‘biological process’ using BLAST2GO [28]. Most of the unigenes in the ‘molecular function’ category were sub-categorized into ‘catalytic activity’ (25,902) and ‘binding’ (24,250), followed by ‘transporter activity’ (3890) and ‘nucleic acid binding transcription factor activity’ (1400). In the ‘cellular component’ category, the GO terms ‘cell’ (31,049), ‘cell part’ (31,049), ‘organelle part’ (23,958), and ‘membrane’ (14,312) predominated, while ‘cellular process’ (27,062), ‘metabolic process’ (26,810), and ‘response to stimulus’ (12,031) were the three most represented GO terms in the ‘biological process’ category.

**Fig. 3:**
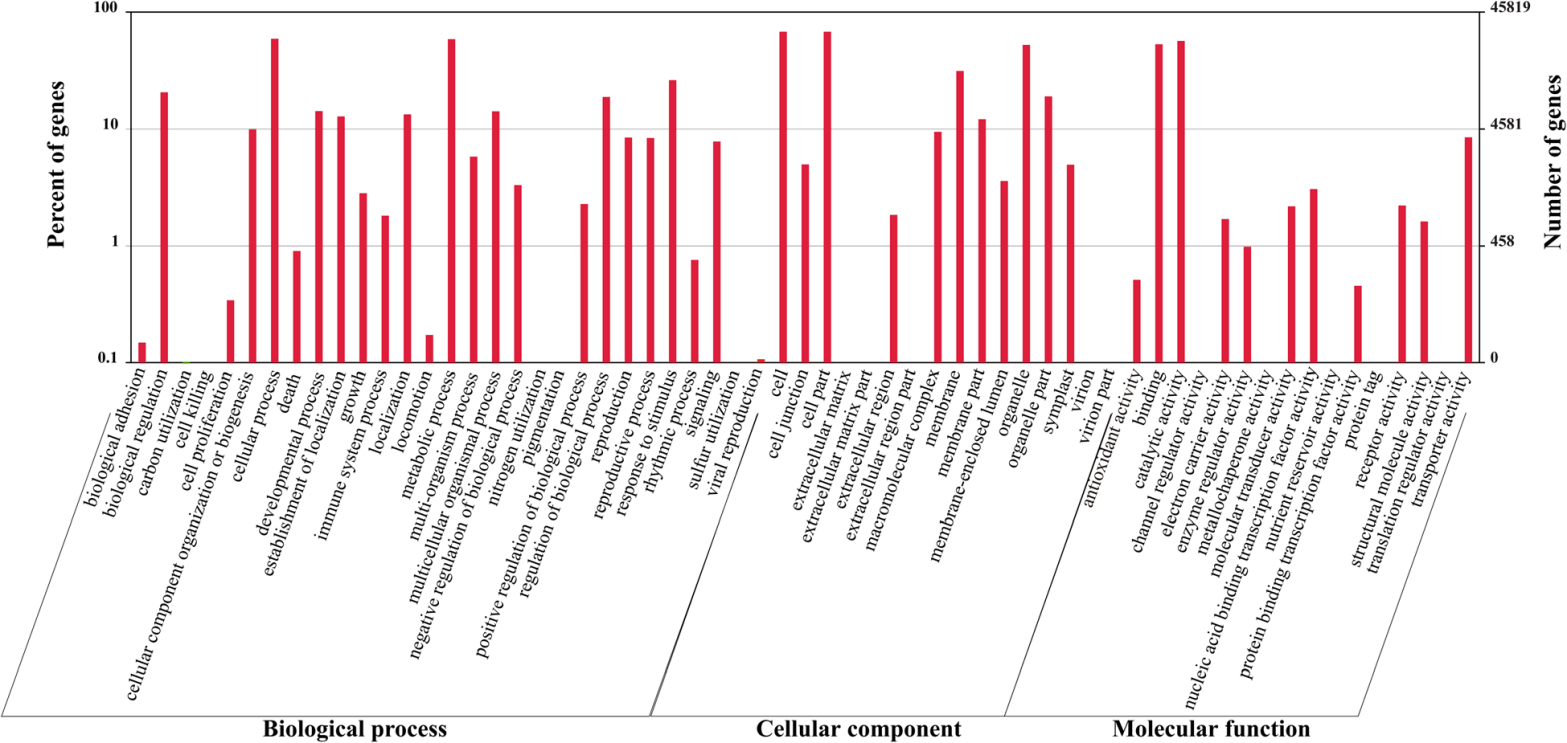
Histogram of Gene Ontology (GO) classifications. Percentages indicate the proportion of unigenes that have the relevant GO annotations, including biological process, cellular components and molecular function

We then performed a phylogenetic classification of the trifoliate orange sequences using the Cluster of Orthologous Groups (COG) database, which is composed of protein sequences derived from the genomes of bacteria, plants, and animals. Each protein in the COG database is assumed to have evolved from an ancestral protein. On the basis of sequence similarities, of the 36,445 SwissProt sequence matches to the trifoliate orange sequences, 23,846 unigenes could be grouped into 25 COG categories (Fig. 4), Of these ‘general function prediction only’ (7797; 32.7 %) represented the largest class, followed by ‘transcription’ (3786; 15.9 %), ‘replication, recombination and repair’ (3695; 15.5 %), and ‘signal transduction mechanisms’ (3283; 13.8 %), whereas 1736 (5.8 %) were assigned to the category of ‘function unknown’ category. In addition, only a few unigenes grouped in the ‘extracellular structures’ (7, 0.03 %) and ‘nuclear structure’ (14, 0.06 %) categories.

**Fig. 4:**
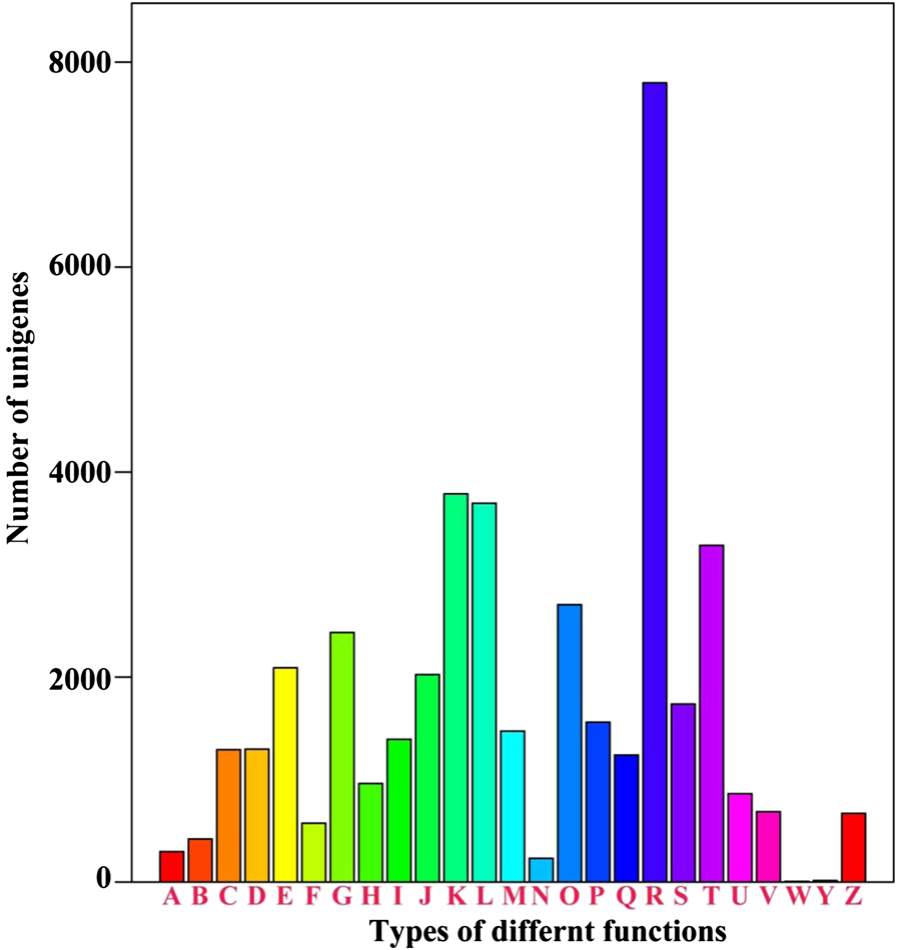
Distribution of genes with COG functional classification in the transcriptome. A total of 23,846 sequences have a COG classification among 25 categories. A: RNA processing and modification; B: Chromatin structure and dynamics; C: Energy production and conversion; D: Cell cycle control, cell division, chromoso; E: Amino acid transport and metabolism; F: Nucleotide transport and metabolism; G: Carbohydrate transport and metabolism; H: Coenzyme transport and metabolism; I: Lipid transport and metabolism; J: Translation, ribosomal structure and biogenesis; K: Transcription; L: Replication, recombination and repair; M: Cell wall/membrane/envelope biogenesis; N: Cell motility; O: Posttranslational modification, protein turnover, chaperones; P: Inorganic ion transport and metabolism; Q: Secondary metabolites biosynthesis, transport and catabolism; R: General function prediction only; S: Function unknown; T: Signal transduction mechanisms; U: Intracellular trafficking, secretion, and vesicular transport; V: Defense mechanisms; W: Extracellular structures; Y: Nuclear structure; Z: Cytoskeleton

When the assembled unigenes were analyzed using the BLASTX function of the KEGG database using BLASTX. As a result, 45,819 (59.3 %) mapped to 128 KEGG pathways (Additional file 1), of which ‘metabolic pathway’ (7987; 23.0 %), ‘biosynthesis of secondary metabolites’ (3923; 11.3 %), ‘plant-pathogen interaction’ (2111; 6.1 %), ‘plant hormone signal transduction’ (1693; 4.9 %) and ‘RNA transport’ (1067; 3.1 %) were the most abundant groups. Interestingly, we noted that a large number of unigenes involved in the biosynthesis of primary metabolites, such as starch, sucrose, arginine, and proline, all of which have been reported to be associated with stress tolerance, were also enriched in the dataset (Additional file 2).

*P. trifoliata* protein-coding sequences were deduced using BLASTx and the unigene sequences to interrogate the Nr, SwissProt, KEGG, and COG, using BLASTx protein databases, resulting in a total of 57,934 predicted coding sequences (CDSs). Among the unigenes with CDSs, 49.6 % were 500–2000 bp, while 44.6 % were < 500 bp, and 811 were > 3000 bp (Fig. 5). A total of 889 CDSs did not have a match in any of the protein databases using ESTScan program [29].

**Fig. 5:**
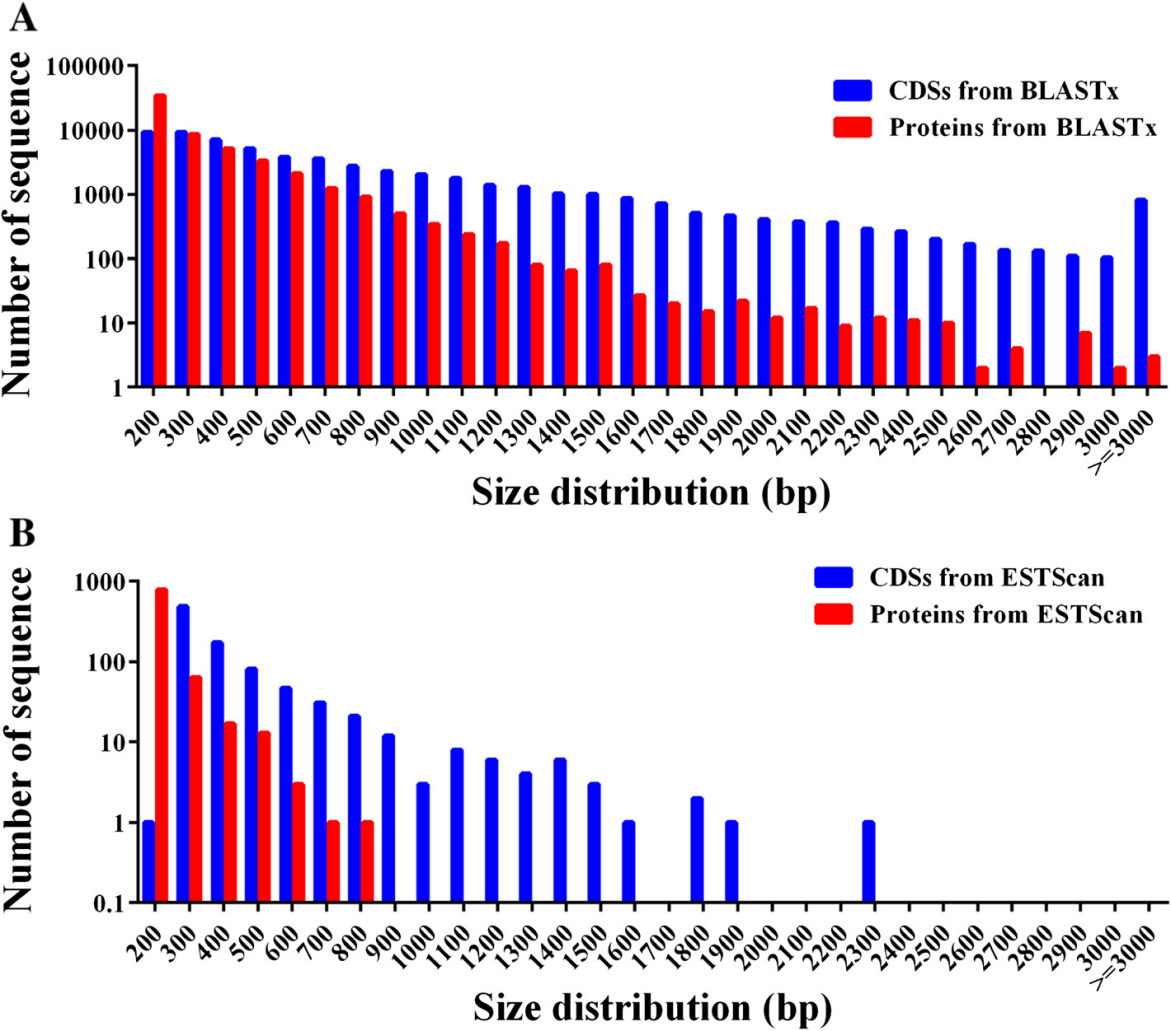
Coding sequence (CDS) of unigenes predicted by BLASTx and ESTScan. The size distribution of the CDSs and proteins based on BLASTx (**a**) and ESTScan (**b**)

### Identification of differentially expressed genes (DEGs)

In order to gain a global view of transcript expression in trifoliate orange in response to cold stress and to identify cold-responsive genes, we constructed four cDNA libraries from plants either grown under normal conditions or exposed to a cold treatment (4 °C for 6, 24, or 72 h). 

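Leaves of seedlings kept at 4 °C for 0, 6, 24 or 72 h gave 1 library each, so no difference between times has a replicate check, and a test on the reads of 2 libraries compares those libraries, not the conditions. The authors mapped the clean reads to the unigenes and gave, for each unigene with a read, the count of uniquely matched reads, the RPKM and the covered share of its length. The uniquely matched reads totalled 3117820 at 0 h, 3309503 at 6 h, 3456940 at 24 h and 3290477 at 72 h. At these depths 3 reads, the limit set by a count of 0, correspond to 0.962, 0.906, 0.868 and 0.912 RPM. For each pair of libraries, the reads of a unigene were compared by an exact two-sided binomial test against the ratio of the library totals. A unigene is said here to rise or fall where the Benjamini-Hochberg adjusted p was under 0.001 and the log2 ratio of RPKM was at least 1 in size, the thresholds the paper gives. A log2 ratio is followed by its exact 95% interval (Clopper-Pearson), which covers counting error only. A comparison with a count of 0 is given as "at least" the fold computed with 3 reads in place of 0. That fold leaves out the counting error of the other count, so it is not a 95% limit.
The scale matters most at 72 h. Among unigenes with at least 10 reads, the median log2 ratio against 0 h was -0.08 at 6 h, -0.08 at 24 h and -0.23 at 72 h. TMM factors move every log2 ratio at 72 h up by 0.26 and DESeq2 size factors by 0.24, so a log2 ratio of -0.23 at 72 h marks a unigene that moved with the middle of the library. At 6 and 24 h the TMM shift was 0.09 and 0.09. Gene lists for 38 pathways, families and marker sets were fixed before the data were examined, and were matched to the annotation text. Reads of contigs from 1 cluster (names that begin with CL) are uncertain, since the counting can split reads among near-identical contigs or drop them.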

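Detection was similar in the 4 leaf libraries. A uniquely matched read was found for 40176 unigenes at 0 h, 42664 at 6 h, 44171 at 24 h and 43011 at 72 h, and for 49622 in any of them. Among the unigenes with a read, the median count was 6 reads at 0 and 6 h and 7 reads at 24 and 72 h. Clean reads before matching are listed in Table 3 and were not used for the ratios.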

After data filtering, at least 7.1 million 49 nt single-end clean reads were obtained for each library, which represented ~99.3 % of the raw data (Table 3). An analysis of sequencing saturation indicated that the output of cleaned reads was sufficient to identify DEGs (Additional file 3). The filtered cleaned reads were then mapped onto the assembled *P. trifoliata* transcriptome using SOAPaligner/soap2 software [30]. 

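Few unigenes carried a large share of the uniquely matched reads, and that share grew in the cold. The 10 most abundant unigenes held 6.59% of the reads at 0 h, 6.85% at 6 h, 7.74% at 24 h and 10.8% at 72 h. At 0 h the most abundant was CL8218.Contig2_All, with 1.03% of the reads. At the 3 later times it was Unigene14815_All, annotated as a hypothetical protein, with 1.02%, 1.46% and 3.20%. Both were chosen after their values were seen.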

The uniquely matched reads, which ranged from 45.5 % to 49.3 % of the total cleaned reads, were subsequently used to assess relative expression levels (Table 3). Each transcript had a range of read coverage, but more than 40 % of the detected unigenes had > 50 % coverage (data not shown). 

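Coverage was spread alike over the leaf libraries. More than 50% of the length was covered for 41.3% of the detected unigenes at 0 h, 42.6% at 6 h, 45.8% at 24 h and 44.1% at 72 h. The deposited coverage values were used as given.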

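Cold was accompanied by more rises than falls at 6 and 24 h, and the number of unigenes that passed the test grew with time. Against 0 h, 437 unigenes rose and 122 fell at 6 h, of 45974 with a read in either library. At 24 h, 1548 rose and 671 fell, of 47230. At 72 h, 2536 rose and 2340 fell, of 47433. With TMM factors the split at 72 h was 3195 higher and 1473 lower, and with DESeq2 size factors 3163 higher and 1518 lower, so the number of falls at 72 h depends on the scaling.
The counts cannot separate treatment from differences between plants. In 20 simulated sets of unchanged libraries at these depths, an assumed biological coefficient of variation of 0.2 gave on average 85.5 unigenes called higher and 91.9 called lower at 6 h, and sampling of reads alone gave no overlapping calls between times.

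**Figure D1:**
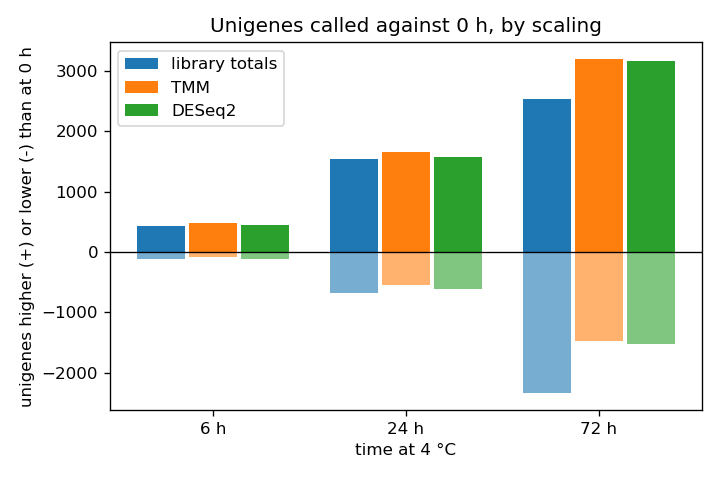
Number of unigenes higher (above 0) and lower (below 0) than at 0 h after 6, 24 and 72 h at 4 °C, by the binomial test with library totals, TMM factors and DESeq2 size factors. The bars below 0 at 72 h are shorter with TMM (1473) and DESeq2 (1518) than with library totals (2340).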

According to the criteria used for identifying DEGs, including low false discovery rate (FDR, less than 10^−3^) and |log_2_FPKM|> 1.0, a total of 5549 unigenes were considered to be differentially expressed between control and cold treated plants, with 600 at in the 6 h sample (462 up-regulated, 138 down-regulated), 2346 in the 24 h sample (1631 up-regulated, 715 down-regulated), and 5475 in the 72 h sample (2702 up-regulated, 2473 down-regulated) (Fig. 6a, b, Additional file 4 and Additional file 2). 

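With counting error alone, differences between cold time points were fewest between 6 and 24 h and most numerous between 6 and 72 h. From 6 to 24 h, 632 unigenes rose and 142 fell. From 24 to 72 h, 590 rose and 535 fell, or 790 and 297 with TMM factors and 877 and 259 with DESeq2 size factors. From 6 to 72 h, 1783 rose and 1464 fell, or 2099 and 1006 with TMM and 2271 and 866 with DESeq2. The order of the first 2 comparisons turned with an assumed coefficient of variation between replicate libraries. At 0.2 there were 88 calls from 6 to 24 h and 71 from 24 to 72 h, and at 0.4 there were 1 and 0.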

When the DEGs at different time points were evaluated (Fig. 6c), we observed that their numbers increased with longer cold treatments, and that the number of DEGs between two different cold treatment samples (24 vs 6, 72 vs. 6 and 72 vs. 24) was relatively small.

**Table 3:** Sequencing and read mapping of the differentially expressed genes (DEGs)

Summary	0 h	6 h	24 h	72 h	Average
Raw reads	7,164,446	7,325,695	7,563,619	7,212,252	7,316,503
Clean reads	7,113,843	7,271,861	7,515,414	7,163,347	7,266,116
Total base pairs	348,578,307	356,321,189	368,255,286	351,004,003	356,039,696
Clean Reads (%)	99.29	99.27	99.36	99.32	99.31
Mapped reads	6,621,141	6,727,919	6,879,216	6,467,083	6,467,087
Mapped reads* (%)	93.07	92.52	91.53	90.28	91.85
Perfect match	5,583,419	5,707,629	5,813,295	5,505,742	5,652,521
Perfect match* (%)	78.49	78.49	77.35	76.83	77.79
<=2 Mismatch	1,037,722	1,020,290	1,065,921	961,341	1,021,319
<=2 Mismatch* (%)	14.59	14.03	14.18	13.42	14.06
Unique match	3,117,820	3,309,503	3,456,940	3,290,477	3,293,685
Unique match* (%)	43.83	45.51	46.00	45.93	45.33
Multi-Position match	3,503,321	3,418,416	3,422,276	3,176,606	3,380,155
Multi-Position match	49.25	47.01	45.54	44.35	46.54
Unmapped reads	492,702	543,942	636,198	696,264	592,277
Unmapped reads* (%)	6.93	7.48	8.47	9.72	8.15

**Fig. 6:**
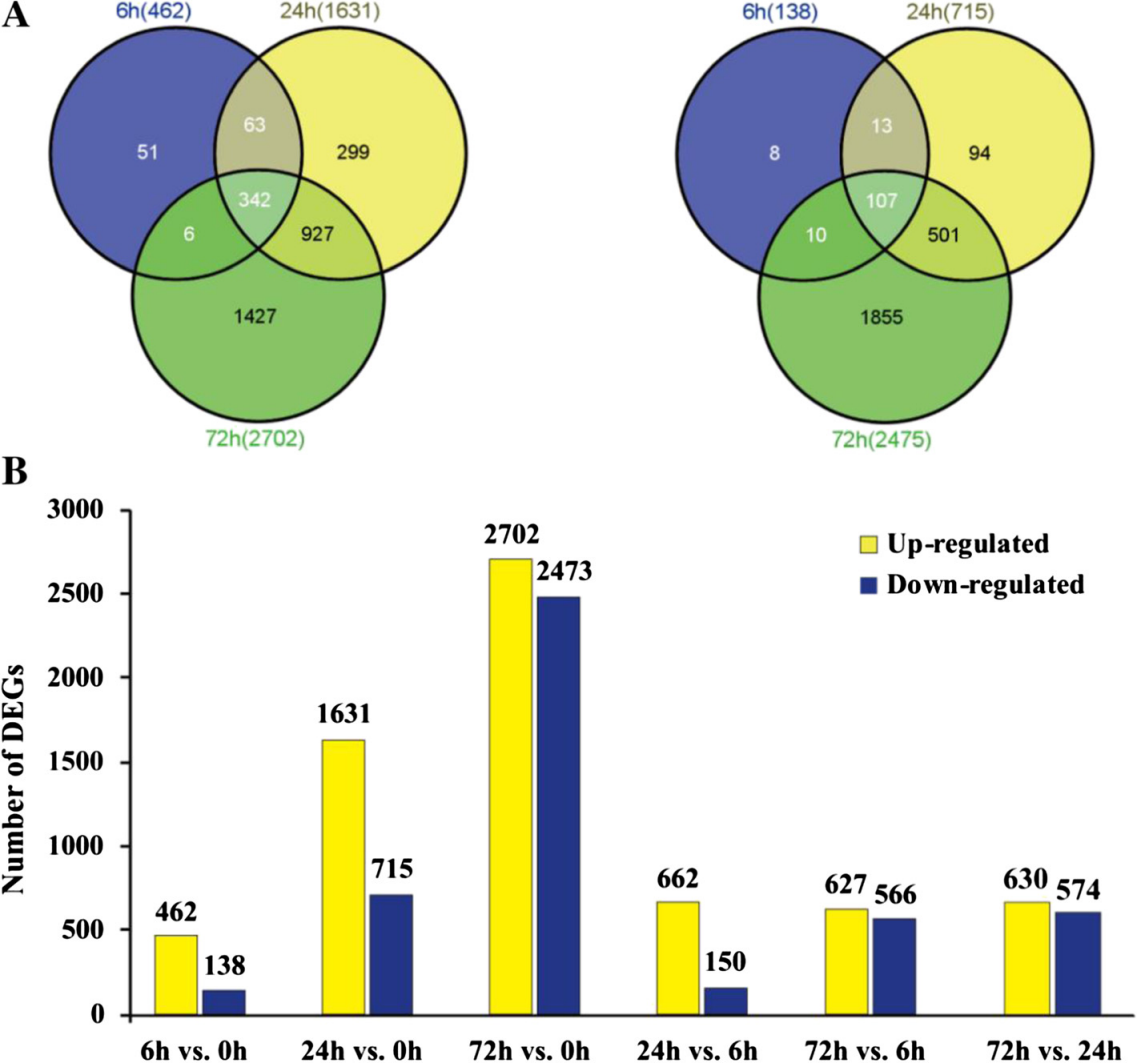
Differentially expressed genes (DEGs) of *Poncirus trifoliata* under cold stress. A-B. Venn maps of up-regulated (**a**) and down-regulated genes (**b**). C. The number of up-regulated and down-regulated DEGs compared between different time points under cold treatment at 0, 6, 24 and 72 h

### Gene Ontology clustering of DEGs

The DEGs were first mapped to the three main categories of the GO database: ‘molecular function’, ‘cellular component’ and ‘biological process’. Significantly enriched GO terms then determined using a hypergeometric test to identify functional clusters and biochemical pathways (corrected *P*-value). In the ‘biological process’ category, 18 GO terms were significantly enriched in the 6 h cold treatment sample (Additional file 5), of which the GO terms ‘response to stimulus’, ‘response to organic substance’, ‘response to stress’, ‘response to carbohydrate stimulus’, ‘response to chemical stimulus’ and ‘response to hormone stimulus’ were most highly enriched. 

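At 6 h, of 70 AP2/ERF factors, 18 rose and 1 fell (19 and 1 when adjusted over the list alone). The share of calls among tested unigenes with an Nr match gives 0.757 rises. The median log2 ratio of the factors was 0.78, above all of 10000 random lists matched on mean expression. Of 119 calcium sensors and kinases 7 rose and none fell (9 and none when adjusted over the list alone), and of 46 xyloglucan and expansin genes of the cell wall 6 rose and none fell (7 and none). Unigene23708_All, a protein-binding protein, went from 1 read at 0 h to 414 at 6 h, a log2 ratio of 8.61 (95% interval 6.12 to 13.91).
Unigene19008_All, a mitochondrial 2-oxoglutarate/malate carrier, had 24, 4580, 6728 and 1811 reads at 0, 6, 24 and 72 h, with a log2 ratio of 7.49 (6.91 to 8.13) at 6 h. CL6845.Contig1_All, a glycosyltransferase, had 2, 174, 304 and 116 reads and a log2 ratio of 6.36 (4.48 to 9.41). Falls were fewer, with CL8007.Contig2_All (transmembrane protein 56-like) at -2.81 (-3.14 to -2.50) and CL2022.Contig1_All (stem-specific protein TSJT1) at -2.55 (-3.45 to -1.75). CL2022.Contig1_All had 83, 15, 12 and 70 reads and did not pass the test at 72 h. CL6276.Contig3_All, similar to root phototropism protein 2, had 23 reads at 0 h and none at 6 h, at least 8.14-fold lower. CL9580.Contig1_All, a CONSTANS-like factor, fell by 3.14 on the log2 scale and Unigene10781_All, a transposase, went from 16 reads to none. Both calls end with TMM factors through the adjusted p and not the size, since TMM moves log2 ratios at 6 h by 0.09 only.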

We interpreted this to indicate an involvement of the genes mapping to these pathways in perception and transduction of the cold signal. The substantial up-regulation of certain kinases (CL6797.Contig3_All, Unigene16428_All, CL8004.Contig1_All) and TFs (Unigene20109_All, Unigene11424_All, Unigene14645_All, Unigene19023_All, Unigene21445_All) at 6 h was particularly notable. Also of interest was the fact that the GO terms ‘response to chitin’, ‘response to fungus’, ‘response to other organism’, ‘response to biotic stimulus’, ‘response to wounding’, ‘defense response’, ‘response to salicylic acid stimulus’ and ‘defense response to fungus’ were enriched in the 6 h sample, which suggests pathway crosstalk between biotic stress responses and the perception and transduction of cold induced signaling.

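All 5 transcription factors named at 6 h rose at that time, and 2 of the 3 unigenes named as kinases did. Unigene20109_All, an AP2/ERF factor, had 0, 294, 677 and 268 reads at 0, 6, 24 and 72 h and was at least 92.3-fold higher at 6 h. Unigene11424_All, WRKY6, had 0, 40, 63 and 38 reads and was at least 12.6-fold higher. Unigene14645_All, a CRT/DRE-binding factor of the cold-responsive CBF family, had 3, 197, 766 and 349 reads and a log2 ratio of 5.95 (95% interval 4.38 to 8.24). Unigene19023_All, a CCCH zinc finger protein, had 488, 28773, 32285 and 15390 reads, a log2 ratio of 5.80 (5.67 to 5.93), and Unigene21445_All, ERF6, had 97, 4060, 2553 and 1236 reads, a log2 ratio of 5.30 (5.01 to 5.61).
CL8004.Contig1_All, a mitogen-activated protein kinase, had 3, 46, 54 and 28 reads and log2 ratios of 3.85 (2.22 to 6.18) at 6 h, 4.02 at 24 h and 3.14 (1.45 to 5.51) at 72 h. CL6797.Contig3_All is annotated as protein phosphatase 2C 25. It had 0, 23, 11 and 1 reads, was at least 7.22-fold higher at 6 h and did not pass the test later. Unigene16428_All, a serine-threonine protein kinase, had no read at 0 and 6 h, 20 at 24 h and 17 at 72 h, at least 6.01-fold and 5.37-fold higher. The study picked these unigenes from these libraries, so their directions are not independent evidence.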

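Unigenes annotated with responses to chitin, fungus, wounding and salicylic acid were more often higher at 6 h than unigenes in general. Of 97 unigenes tested with the term response to chitin, 13 rose and none fell, where the share among unigenes with a biological process term gives 1.05 rises. Response to fungus had 6 rises and no fall of 65 (0.704 rises by that share). Response to wounding had 11 rises and 1 fall of 214 (2.32), and response to salicylic acid stimulus 8 rises and no fall of 107 (1.16). Defense response had 4 rises and 1 fall of 173 (1.87), and defense response to fungus 7 rises and 1 fall of 169 (1.83).
The same terms held more rises later, as did all unigenes. Response to chitin reached 25 rises at 24 h (3.35 by the share) and 27 rises and 3 falls at 72 h (5.32 rises), and response to wounding 26 rises and 3 falls at 24 h (7.66 rises), so the ratio to the share was smaller than at 6 h. A small term, response to hypoxia, had 3 rises of 28 at 6 h. Genes belong to several terms and were not treated as replicates, so these tallies carry no p-value.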

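Stress-responsive gene groups rose at 24 h in larger numbers than at 6 h. Of 73 AP2/ERF factors 24 rose and 3 fell, with a median log2 ratio of 1.07 above all of 10000 matched random lists. The share of calls among tested unigenes with an Nr match gives 2.60 rises. Of 129 calcium sensors and kinases 16 rose and none fell (4.59 by that share), and of 66 NAC factors 11 rose and none fell (14 rises when adjusted over the list alone). Response to fungus had 10 rises and no fall of 67 unigenes, and response to salicylic acid stimulus 11 rises and 1 fall of 115. Unigene4341_All, a nucleic acid-binding protein, had 10, 358, 1494 and 2537 reads at 0, 6, 24 and 72 h, and log2 ratios of 5.08, 7.07 (95% interval 6.19 to 8.14) and 7.91.
Of the 437 unigenes higher at 6 h, 382 (87.4%) were also higher at 24 h, and of 122 lower 107 (87.7%) were also lower. Independent lists would share 14.9 and 1.83 unigenes, and unchanged libraries simulated with a coefficient of variation of 0.2 shared 14.4 and 8.55 through the common 0 h library. Part of the excess may come from that library. Between 6 and 24 h directly, 114 of the 437 rose further and 21 fell. Falls at 24 h included CL4795.Contig1_All, a Nudix hydrolase, with 64, 17, 4 and 2 reads and a log2 ratio of -4.15 (-6.07 to -2.72), and CL9616.Contig1_All, an F-box/kelch-repeat protein, with 268, 134, 29 and 31 reads and -3.36 (-3.96 to -2.80). Unigene10393_All, a GDSL esterase, fell by 3.11 on the log2 scale and CL543.Contig1_All, a transmembrane transporter, by 3.61.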

In the 24 h cold treatment sample the enriched GO terms in the ‘biological process’ category were similar to those at 6 h; however, more DEGs were identified in the various categories. 

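Photosynthesis genes had mostly lower reads at 72 h than at 0 h. Of 22 unigenes with the term photosynthesis, light harvesting 10 fell and 1 rose, where the share among unigenes with a biological process term gives 1.39 falls. Of 69 with the term photosynthesis 14 fell and none rose (4.37 falls by that share). Median log2 ratios were -1.15 and -0.80, below the median of -0.23 for all unigenes. With TMM factors 4 unigenes of the first term fell and 1 rose, and of the second 10 fell and 2 rose.
The fixed list of chlorophyll a/b-binding proteins gave 9 falls and 1 rise of 17 (the same when adjusted over the list alone), with a median at the 0.05th percentile of 10000 random lists matched on mean expression. With TMM or DESeq2 factors 3 of these falls passed, and with an assumed coefficient of variation of 0.2 between replicate libraries 2 did. Photosystem and cytochrome b6-f subunits gave 7 falls and no rise of 36, or 5 falls and 2 rises with TMM or DESeq2 factors, and plastid ribosomal proteins 6 falls and no rise of 48, or 3 falls with either. At that coefficient of variation 4 falls and none remained in these lists. Among the stress terms at 72 h, response to fungus held 13 rises and 4 falls of 65, and response to wounding 31 rises and 15 falls of 218. Markers of xylem and stem also fell at 72 h, 5 of 23, with no rise, and none fell at that coefficient of variation.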

Lastly, in the 72 h cold treatment sample, we observed that in addition to the stress-responsive categories, the two photosynthesis-related GO terms, ‘photosynthesis, light harvesting’ and ‘photosynthesis’ were over-represented. Interestingly, all of the DEGs related to photosynthesis were down-regulated upon exposure to the cold treatment, suggesting that the photosynthetic capacity was suppressed. In addition, the categories ‘RNA secondary structure unwinding’ and ‘translation’ were enriched in the 72 h sample, from which we infer that regulation of gene expression in response to cold temperatures may occur at the post-transcriptional and translational levels. 

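Some light-harvesting and photosystem genes fell at 72 h. CL9248.Contig1_All, a light-harvesting complex II protein, had 441, 510, 287 and 79 reads at 0, 6, 24 and 72 h and a log2 ratio of -2.56 (95% interval -2.92 to -2.21) at 72 h. Unigene18432_All, oxygen-evolving enhancer protein 1 of photosystem II, had 16361, 15932, 10603 and 5099 reads and -1.76 (-1.81 to -1.71). Unigene4385_All, a chlorophyll a/b-binding protein of type I, had 641, 798, 505 and 262 reads and -1.37 (-1.58 to -1.16).
One member of the light-harvesting term rose. CL5272.Contig1_All, annotated as LHCB4.3, had 31, 114, 137 and 234 reads and log2 ratios of 1.79, 1.99 and 2.84 (2.29 to 3.43). Of 29 unigenes with the term chlorophyll binding, 8 fell and 3 rose at 72 h, or 4 and 5 with TMM factors. The rises included early light-induced proteins, which bind chlorophyll under stress and were chosen after their values were seen. CL355.Contig2_All had 6, 6, 40 and 177 reads and a log2 ratio of 4.80 (3.65 to 6.27), and CL355.Contig1_All was at least 15.2-fold higher.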

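Genes of translation held more falls than rises at 72 h. Of 359 unigenes with the term translation, 48 fell and 5 rose, where the share among unigenes with a biological process term gives 22.8 falls. With TMM factors 20 fell and 7 rose. The related term structural constituent of ribosome had 49 falls and 5 rises of 341 (21.3 falls by the share among unigenes with a molecular function term), and 22 falls and 7 rises with TMM.
Of 97 cytosolic ribosomal proteins on the fixed list 12 fell and 2 rose (13 and 2 when adjusted over the list alone), with a median log2 ratio of -0.55 at the 4.86th percentile of 10000 random lists. With TMM 5 fell and 2 rose, and with an assumed coefficient of variation of 0.2 between replicate libraries 2 fell and none rose. CL8261.Contig1_All, ribosomal protein S21, had 90, 37, 16 and 8 reads at 0, 6, 24 and 72 h and a log2 ratio of -3.57 (95% interval -4.82 to -2.53) at 72 h. Unigene15427_All, ribosomal protein L28, had 43, 35, 15 and 3 reads and -3.92 (-6.25 to -2.28). At 24 h translation had 6 falls and 5 rises of 362, where the share gives 4.71 and 12.5, and with TMM this turned to 3 falls and 5 rises. At 6 h it had 1 rise and no fall of 360.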

Four unigenes enriched in ‘RNA secondary structure unwinding’ showed an increase in abundance, and three of these were annotated as glycine-rich RNA-binding protein s, which have been shown in *A. thaliana* to be involved in biotic or abiotic stress responses [31, 32]. 

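The 4 unigenes with the term RNA secondary structure unwinding went both ways at 72 h, with 3 rises and 1 fall. CL6891.Contig2_All, a glycine-rich RNA-binding protein, had 182, 473, 534 and 521 reads at 0, 6, 24 and 72 h and log2 ratios of 1.29, 1.40 and 1.44 (95% interval 1.19 to 1.69). CL6891.Contig3_All of the same cluster had 326, 347, 436 and 813 reads and rose at 72 h (1.24 (1.05 to 1.43)). CL6891.Contig1_All of that cluster had 952, 164, 217 and 417 reads and fell at each time, by 2.62, 2.28 and 1.27 on the log2 scale. Unigene19095_All, a cellular nucleic acid-binding protein, had 15, 42, 166 and 130 reads and log2 ratios of 3.32 at 24 h and 3.04 (2.26 to 3.92) at 72 h. The 3 glycine-rich contigs are similar in sequence, so the division of reads among them is uncertain. The term's members were chosen after their values were seen.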

The fourth gene was annotated as cellular nucleic acid binding protein.

### Pathways enrichment analysis of DEGs

Using the KEGG database, pathways displaying significant changes (Q value ≤ 0.05) in response to the cold treatment were identified (Table 4). In the 6 h cold treatment sample, 218 of the 600 DEGs were associated with KEGG pathways. This analysis revealed five significantly enriched pathways: ‘plant-pathogen interaction’, ‘plant hormone signal transduction’, ‘riboflavin metabolism’, ‘flavone and flavonol biosynthesis’ and ‘glycosyl phosphatidyl inositol-anchor biosynthesis’. In the 24 h cold treatment sample, enriched pathways included ‘plant-pathogen interaction’, ‘plant hormone signal transduction’, ‘ether lipid metabolism’, ‘GPI-anchor biosynthesis’, and ‘zeatin biosynthesis’ were significantly changed and more than 12 pathways were significantly changed after 72 h of cold treatment, among which ‘photosynthesis-antenna proteins’, ‘plant-pathogen interaction’, ‘photosynthesis’, ‘flavone and flavonol biosynthesis’ and ‘stilbenoid, diarylheptanoid and gingerol biosynthesis’ were the most significantly enriched. Interestingly, genes involved in the ‘plant-pathogen interaction’ pathway, such as *CDPK* (CL4696.Contig2_All), calcium-binding protein (Unigene18341_All, Unigene4416_All), and *WRKY* (CL3620.Contig1_All, Unigene11423_All) showed large changes in expression levels at all three points of the cold treatment (Table 4). 

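The 5 unigenes named for plant-pathogen interaction rose at all 3 times. CL4696.Contig2_All, a calcium-dependent protein kinase, had 12, 166, 161 and 117 reads at 0, 6, 24 and 72 h and a log2 ratio of 3.70 (95% interval 2.86 to 4.69) at 6 h. Unigene4416_All, a calcium-binding protein by the paper and a predicted protein in the files, had 21, 3085, 2589 and 683 reads and log2 ratios of 7.11 (6.50 to 7.81), 6.80 and 4.95, so its level was highest at the first time. Unigene18341_All, calmodulin-like protein 31, had 0, 18, 17 and 30 reads and was at least 5.65-fold, 5.11-fold and 9.48-fold higher. The unigenes the paper lists as WRKY kept higher levels at the later times, with log2 ratios of 2.69, 3.80 and 3.68 (3.39 to 3.99) for CL3620.Contig1_All and 3.50, 5.63 and 5.53 (4.68 to 6.54) for Unigene11423_All. The study chose these unigenes on these samples.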

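Hormone genes taken from these libraries by the study were mostly higher in the cold. Of 41 unigenes listed for hormones in Table 5, 16 rose and none fell at 6 h, 34 rose and 2 fell at 24 h, and 31 rose and 2 fell at 72 h. That list was chosen on these samples, so its direction is not independent evidence. The lists fixed from annotation gave a weaker picture at 72 h. Of 114 auxin response genes 9 fell and 3 rose, and with TMM 7 fell and 5 rose. The share of calls among tested unigenes with an Nr match gives 7.16 falls and 6.31 rises. Of 29 gibberellin and DELLA genes 4 rose and 2 fell (5 and 2 when adjusted over the list alone), or 6 and 2 with TMM.
CL5737.Contig2_All, a phenylalanine N-monooxygenase listed under auxin, had 4, 129, 573 and 168 reads at 0, 6, 24 and 72 h and log2 ratios of 4.93, 7.01 (95% interval 5.65 to 8.89) and 5.31. Unigene20450_All, the auxin-responsive protein IAA1, had 5, 14, 97 and 344 reads and 6.03 (4.79 to 7.66) at 72 h, and CL9773.Contig2_All, IAA15, 6.26 (3.74 to 11.58). Unigene22952_All, a transport inhibitor response protein of auxin perception, had 1253, 980, 690 and 347 reads and -1.93 (-2.11 to -1.76). Unigene20772_All, listed under cytokinin and annotated as a glucan endo-1,3-beta-glucosidase, had 94, 152, 1088 and 2680 reads and 4.76 (4.46 to 5.07). Unigene14999_All, a transcription factor listed under gibberellin, had 35, 375, 1016 and 1895 reads and 5.68 (5.20 to 6.21).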

Finally, the ‘plant hormone signal transduction’ pathway showed significant changes in all three samples, suggesting that hormone signaling is involved in the cold stress response of *P. trifoliata*.

**Table 4:** Significantly enriched gene pathways involving differentially expressed genes (DEGs) following the cold stress treatment

	Pathway	DEGs with pathway annotation	All genes with pathway annotation (34747)	Q value	Pathway ID
6 h vs 0 h	Plant-pathogen interaction	37	2111 (6.1 %)	8.66e-07	ko04626
	Plant hormone signal transduction	30	1693 (4.9 %)	9.60e-06	ko04075
	Riboflavin metabolism	5	101 (0.3 %)	9.47e-03	ko00740
	Flavone and flavonol biosynthesis	6	164 (0.5 %)	9.70e-03	ko00944
	Glycosylphosphatidylinositol(GPI)-anchor biosynthesis	6	229 (0.7 %)	4.23e-02	ko00563
24 h vs 0 h	Plant-pathogen interaction	125	2111 (6.1 %)	1.35e-16	ko04626
	Plant hormone signal transduction	86	1693 (4.9 %)	6.46e-08	ko04075
	Ether lipid metabolism	21	372 (1.1 %)	2.27e-02	ko00565
	Zeatin biosynthesis	15	245 (0.7 %)	3.55e-02	ko00908
	Glycosylphosphatidylinositol(GPI)-anchor biosynthesis	15	229 (0.7 %)	2.27e-02	ko00563
72 h vs 0 h	Photosynthesis - antenna proteins	13	26 (0.1 %)	1.12e-07	ko00196
	Plant-pathogen interaction	190	2111 (6.1 %)	6.43e-06	ko04626
	Photosynthesis	22	106 (0.3 %)	1.89e-05	ko00195
	Flavone and flavonol biosynthesis	25	164 (0.5 %)	8.39e-04	ko00944
	Diterpenoid biosynthesis	17	100 (0.3 %)	2.11e-03	ko00904
	Ether lipid metabolism	42	372 (1.1 %)	2.11e-03	ko00565
	Plant hormone signal transduction	142	1693 (4.9 %)	2.11e-03	ko04075
	Ribosome	46	431 (1.2 %)	3.27e-03	ko03010
	Cutin, suberine and wax biosynthesis	19	129 (0.4 %)	4.61e-03	ko00073
	Limonene and pinene degradation	33	328 (0.9 %)	4.37e-02	ko00903
	Endocytosis	61	664 (1.9 %)	1.58e-02	ko04144
	Stilbenoid, diarylheptanoid and gingerol biosynthesis	39	330 (1.0 %)	2.10e-03	ko00945

### Validation of RNA-seq based DEG results by quantitative real-time RT-PCR (qPCR)

To validate the RNA-seq data, qPCR analysis of transcript abundance was performed of 17 randomly selected DEGs, including 12 that were up-regulated and 5 that were shown to be down-regulated in the unigene dataset (Additional file 2). 

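The 12 unigenes chosen as up-regulated for qPCR had few or no reads at 0 h in most cases and rose at 1 or more times. At 6, 24 and 72 h, 7, 12 and 10 of them passed the test as higher. Unigene21580_All, a NAC factor, had 12, 158, 182 and 165 reads at 0, 6, 24 and 72 h and log2 ratios of 3.63, 3.77 and 3.70 (95% interval 2.86 to 4.69). Unigene23840_All had 0, 22, 77 and 49 reads and was at least 23.1-fold higher at 24 h. Unigene178_All, a WRKY factor by the paper, had 0, 64, 161 and 61 reads and was at least 48.4-fold higher. CL5510.Contig1_All, similar to the cold-induced protein LTI65, had 2, 4, 33 and 44 reads, with log2 ratios of 3.90 (1.93 to 7.00) at 24 h and 4.38 (2.44 to 7.47) at 72 h.
Lower counts gave calls at 1 or 2 times. Unigene8228_All, with 0, 17, 32 and 19 reads, was not called at 6 h, but was with TMM factors, the Audic-Claverie test or a minimum of 10 reads, and was at least 9.62-fold higher at 24 h. Unigene31782_All had 0, 3, 20 and 35 reads and was at least 11.1-fold higher at 72 h. Unigene19064_All, a serine/arginine protein kinase, and Unigene8451_All, a bHLH factor by the paper, rose at 24 h alone, at least 5.11-fold and 6.91-fold. These values are from sequencing, and the qPCR itself was not analysed here.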

As shown in Fig. 7, the fold change values obtained by qPCR were highly consistent with those based on the RNA-Seq data for all of the tested genes (Fig. 7), except for a difference in the expression patterns of two down-regulated genes at two time points. This result supports the reliability of the RNA-Seq analysis.

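Among the 5 unigenes chosen as down-regulated, none fell at 6 h, 4 fell at 24 h and 3 fell at 72 h. Unigene6992_All, an ethylene response factor, had 38, 24, 3 and 2 reads at 0, 6, 24 and 72 h and log2 ratios of -0.75, -3.81 (95% interval -6.15 to -2.16) and -4.33 (-7.42 to -2.37), of which the first did not pass. CL4044.Contig2_All had 25, 4, 2 and 0 reads, a log2 ratio of -3.79 (-6.92 to -1.79) at 24 h and was at least 8.79-fold lower at 72 h. Unigene25373_All had 17, 15, 0 and 0 reads and was at least 6.28-fold lower at 24 h and 5.98-fold lower at 72 h. CL3540.Contig1_All, an alcohol dehydrogenase, had 16, 9, 0 and 3 reads and was at least 5.91-fold lower at 24 h, with no call at 72 h. CL8401.Contig1_All had 13, 5, 0 and 2 reads and did not pass at any time, except at 24 h with the Audic-Claverie test or a minimum of 10 reads. With 38 reads or fewer at 0 h, differences of this group at 6 h were near the limit of what the depth can show.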

**Fig. 7:**
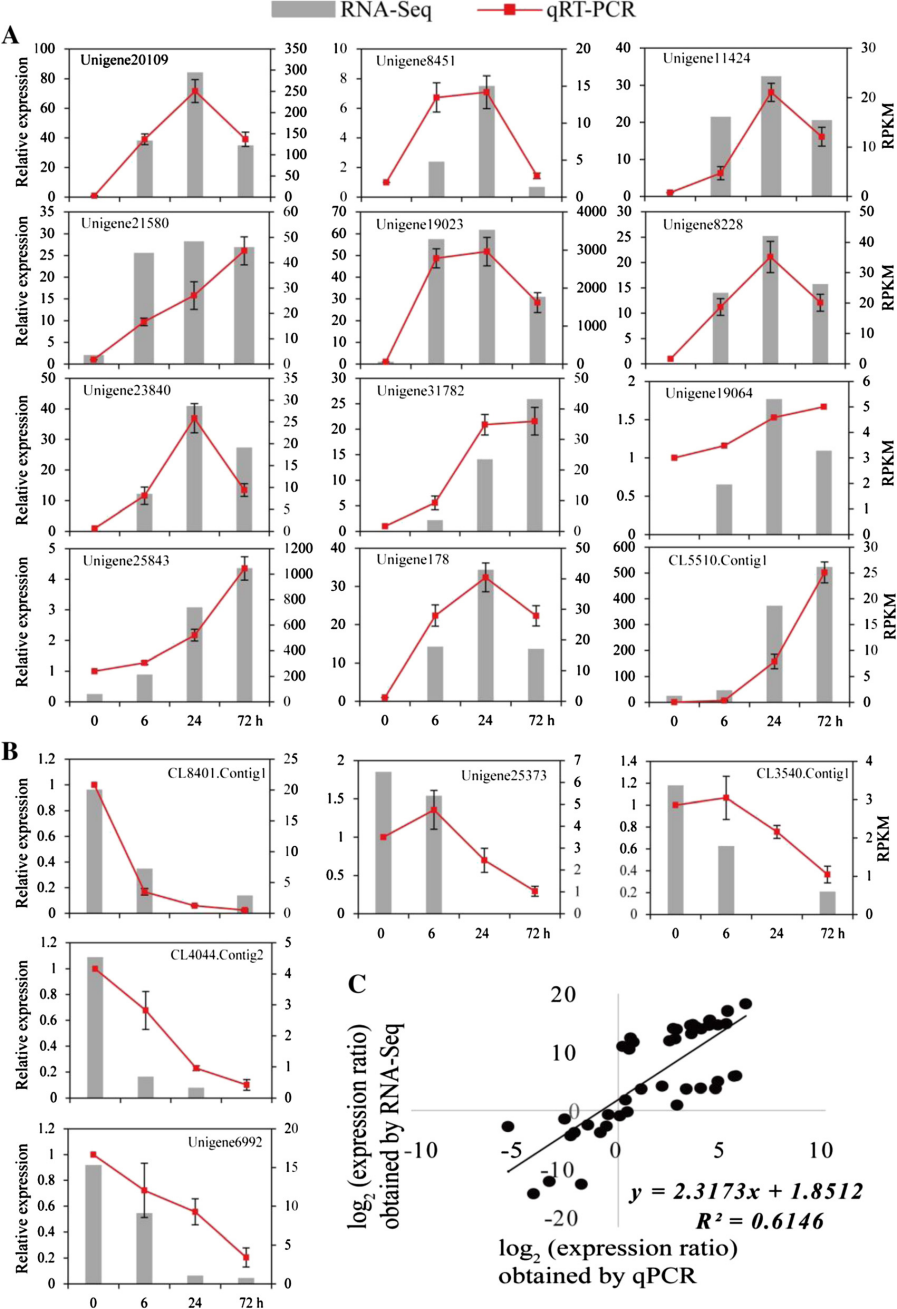
qPCR analysis of differentially expressed genes in *Poncirus trifoliata* under low temperature. (**a**, **b**) Transcript levels of 17 randomly selected DEGs, including 12 up-regulated (**a**) and 5 down-regulated (**b**). The Y-axis on the left shows the relative gene expression levels analyzed by qPCR (red lines), while Y-axis on the right shows corresponding expression data of RNA-seq (gray histogram). The X-axis represents the time (hours) of 4 °C treatment. The bars represent SE (n = 3). (**c**) Comparison between the log_2_ of gene expression ratios obtained from RNA-seq data and qRT-PCR

### Expression of genes involved in polyamine and ethylene metabolism

Polyamines (PAs), including diamine putrescine (Put), triamine spermidine (Spd) and tetramine spermine (Spm), are polycationic low molecular weight compounds that are ubiquitoius in most organisms. 

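Among unigenes on the fixed list of polyamine synthesis that passed the test, *ADC* had the strongest rise in the cold. Unigene25843_All, the single unigene annotated as arginine decarboxylase, which makes the precursor of putrescine, had 657, 2440, 8819 and 11879 reads at 0, 6, 24 and 72 h. Its log2 ratio against 0 h was 1.81 (95% interval 1.68 to 1.93) at 6 h, 3.60 (3.48 to 3.71) at 24 h and 4.10 (3.99 to 4.21) at 72 h, or 17.1-fold at 72 h. Of 22 unigenes on the fixed list of polyamine synthesis, 1 rose at 6 h, 2 at 24 h and 2 at 72 h (3 at 72 h when adjusted over the list alone), and none fell. The summed RPM of the list were 4.62-fold higher at 72 h, while its median log2 ratio was -0.49, at the 28.6th percentile of 10000 matched random lists. The list's gain thus came from few members.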

Several unigenes encoding polyamine biosynthetic enzymes, such as *ADC* (arginine decarboxylase), *ODC* (ornithine decarboxylase), *SAMDC* (S-adenosylmethionine decarboxylase), *SPDS* (spermidine synthase) and *SPMS* (spermine synthase) were identified, and of these *ADC* (Unigene25843_All), which encodes a key enzyme in Put biosynthesis, was highly expressed in the cold treated samples compared to the control samples. 

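The 4 ornithine decarboxylase unigenes had low counts in each library and none passed the test. Together they had 21, 24, 27 and 17 reads at 0, 6, 24 and 72 h. Unigene17207_All had 11, 14, 6 and 7 reads, with log2 ratios of 0.26, -1.02 and -0.73 (95% interval -2.34 to 0.77). Unigene11015_All had 3, 4, 9 and 5 reads, CL9042.Contig1_All 6, 4, 9 and 3 and CL6768.Contig1_All 1, 2, 3 and 2. At these counts a 2-fold change of a single unigene was not detectable.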

Meanwhile, the expression of *ODC* (Unigene17207_All, Unigene11015_All, CL6768.Contig1_All, CL9042.Contig1_All), an alternative enzyme involved in Put biosynthesis, showed little change in response to cold exposure. This finding indicates that the *ADC* pathway may be more important for the Put biosynthesis of *P. trifoliata* than the *ODC* one during cold stress. 

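By RPKM, which takes length into account, the arginine decarboxylase unigene Unigene25843_All stood at 61.1 at 0 h and 1047 at 72 h. The *ODC* unigene with the most reads at 0 h, Unigene17207_All, stood at 6.56 and 3.95. The difference between the 2 genes was therefore present before the cold and widened in it. Enzyme activity and putrescine were not analysed here.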

SAMDC is involved in the synthesis of spermidine and spermine by providing the aminopropyl moiety derived from a decarboxylation of *S*-adenosyl methionine (SAM). 

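Decarboxylated S-adenosylmethionine, the aminopropyl donor for spermidine and spermine, is made by *SAMDC*. Unigene20820_All, annotated as this enzyme, had 1617, 2877, 8445 and 13392 reads at 0, 6, 24 and 72 h. Its log2 ratio was 0.75 (95% interval 0.66 to 0.83) at 6 h, below the size limit of 1, then 2.24 (2.16 to 2.31) at 24 h and 2.97 (2.90 to 3.05) at 72 h. Other unigenes of the family did not pass the test: Unigene13907_All had 1238, 1612, 1192 and 846 reads and Unigene13906_All 199, 296, 191 and 150. These were named after their values were seen.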

We observed that the *P. trifoliata SAMDC* unigene (Unigene20820_All) was expressed at higher levels after the low temperature treatment. 

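Spermidine, spermine and thermospermine synthase unigenes did not pass the main test at any time. One of them, Unigene19845_All, a probable spermidine synthase named after its values were seen, had 18, 31, 30 and 51 reads at 0, 6, 24 and 72 h and passed as higher at 72 h with TMM factors, DESeq2 factors or a minimum of 10 reads (log2 ratio 1.42 (0.62 to 2.29)). The 3 unigenes annotated as spermidine synthase had 1805, 1854, 1670 and 1380 reads in sum at 0, 6, 24 and 72 h. The single spermine synthase unigene, Unigene22331_All, had 113, 123, 118 and 185 reads and a log2 ratio of 0.63 (95% interval 0.29 to 0.98) at 72 h, above the median of the library but under the limit of 1. The 3 *ACL5* unigenes had 19, 23, 14 and 11 reads in sum. Unigene22331_All was named after its values were seen.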

Meanwhile, unigenes with homology to *SPDS*, *SPMS*, and *ACL5* showed no increase in expression levels during the cold treatment. Furthermore, the expression of SAM synthases (CL5314.Contig1_All, Unigene24811_All, and Unigene21190_All) was substantially induced. Furthermore, aminocyclopropane carboxylic acid (ACC) synthase (ACS) converts SAM to ACC, which is then oxidized into ethylene by ACC oxidase (ACO). 

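The S-adenosylmethionine synthases that the paper names, which make the methyl and aminopropyl donor, rose to very different levels. Of 4 unigenes annotated as this enzyme, 2 rose at 24 h and 2 at 72 h. CL5314.Contig1_All had 39, 103, 1249 and 1285 reads at 0, 6, 24 and 72 h and log2 ratios of 1.32 (95% interval 0.77 to 1.89), 4.85 and 4.96 (4.51 to 5.46). Unigene24811_All had 141, 202, 390 and 549 reads and rose at 24 h (1.32 (1.04 to 1.61)) and 72 h (1.88 (1.61 to 2.16)). Unigene21190_All, listed by the paper with these, went from no read at 0 h to 46 at 24 h and 34 at 72 h, at least 13.8-fold and 10.7-fold higher. The most abundant contig of the family, CL5314.Contig2_All, did not pass at any time, with 2069, 1798, 2421 and 1723 reads. It was named after its values were seen, and its reads can be split with CL5314.Contig1_All of the same cluster.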

Notably, an *ACS* gene (CL4785.Contig1_All) was down-regulated during cold stress, while expression of an *ACO* (CL6929.Contig1_All) gene was barely detectable over the entire time course. 

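The *ACS* unigene fell and the *ACO* unigene stayed near its level at 0 h. CL4785.Contig1_All, listed by the paper as an ACC synthase of ethylene synthesis, had 1067, 722, 536 and 355 reads at 0, 6, 24 and 72 h. It fell at 24 h, with a log2 ratio of -1.14 (95% interval -1.29 to -0.99), and at 72 h (-1.67 (-1.84 to -1.49)), and its ratio at 6 h was -0.65, under the size limit. CL6929.Contig1_All, an ACC oxidase, which forms ethylene, had 1460, 1352, 1867 and 1603 reads, with log2 ratios of -0.20, 0.21 and 0.06 (-0.05 to 0.16). Its counting interval at 72 h excludes a 2-fold difference between these 2 libraries in either direction. The 5 unigenes annotated as ACC synthase had 16, 25, 27 and 27 reads in sum, and the 7 annotated as ACC oxidase 1591, 1471, 1982 and 1690, and none of them passed the test.

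**Figure D2:**
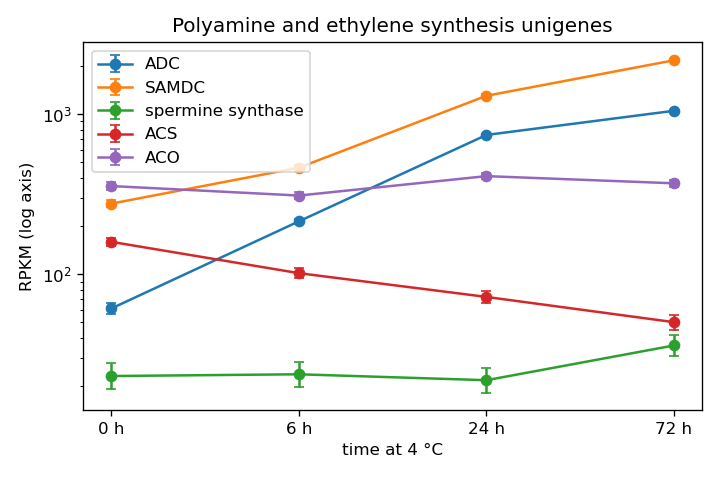
RPKM on a log axis at 0, 6, 24 and 72 h at 4 °C of the arginine decarboxylase (Unigene25843_All), S-adenosylmethionine decarboxylase (Unigene20820_All), spermine synthase (Unigene22331_All), ACS (CL4785.Contig1_All) and ACO (CL6929.Contig1_All) unigenes, 1 library per time, with bars for the exact 95% counting interval. The first 2 lines climb to 72 h, where *ADC* had 11879 reads, and the *ACS* line drops to 355 reads.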

We also measured the content of free polyamines in the cold-treated samples. Put levels were progressively elevated under cold treatment, while levels of Spd and Spm underwent only minor changes with the exception of a slight increase of Spd at 24 h and Spm at 6 h (Fig. 8).

**Fig. 8:**
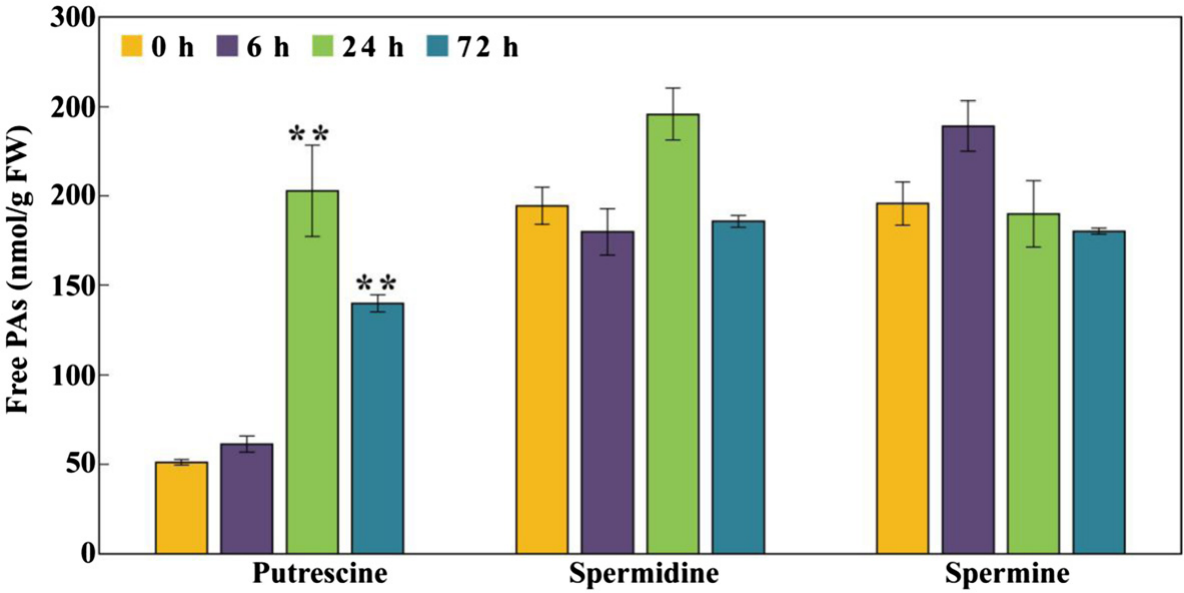
Quantification of free polyamines (PAs) of *Poncirus trifoliata* under cold treatment. Three types of free polyamines, including putrescine, spermine, and spermidine, are assessed by HPLC. The bars represent SE (n = 3). Asterisks show that the values are significantly when compared with the levels at the onset of cold treatment (**P < 0.01)

### Identification of transcription factors (TFs) in response to cold stress

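Most of the transcription factors listed by the study rose in the cold. Additional file 6 has 60 entries for 59 different unigenes, of which 55 rose at 1 or more times, 1 fell and 3 did not pass the test. A rise at all 3 times was found for 31. By their entries, AP2/ERF factors made up 28 (46.7%), WRKY factors 9 (15.0%), NAC factors 8 (13.3%), zinc finger proteins 4 (6.67%), bHLH factors 4 (6.67%) and MYB factors 3 (5.0%). This list was drawn from these libraries, so its direction is not independent evidence.
Lists fixed from the annotation gave 22 rises and 3 falls of 74 AP2/ERF factors at 72 h, with a median log2 ratio of 0.66 above all of 10000 matched random lists. For NAC factors they gave 15 rises and 4 falls of 68 (16 and 4 when adjusted over the list alone), with a median of 0.54, and for WRKY factors 9 rises and 5 falls of 55, with a median of 0.34. MYB factors had 4 rises and 2 falls of 43 and bHLH factors 3 rises and no fall of 21. Unigene12551_All, an ethylene-responsive element-binding protein, had 249, 788, 1729 and 8870 reads at 0, 6, 24 and 72 h and a log2 ratio of 5.08 (95% interval 4.90 to 5.26) at 72 h. Unigene20108_All, a WRKY factor, had 14, 100, 279 and 273 reads and 4.21 (3.44 to 5.10), and CL2307.Contig1_All, a NAC factor, 11, 98, 156 and 215 reads and 4.21 (3.34 to 5.23).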

We determined that the transcript abundance of 60 TFs exhibited highly dynamic changes in response to the cold treatment (Fig. 9), of which those encoding AP2/ERF domain-containing proteins constituted the largest group (43.3 %), followed by WRKY proteins (1.7 %), NACs (1.5 %), zinc finger proteins (ZFPs, 0.7 %), MYBs (0.7 %), and bHLHs (0.7 %). In addition, the expression of two heat shock transcription factors (Hsfs) (Unigene12132, CL9882.Contig2) was found to be higher following the cold treatments (Additional file 6). 

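Both heat shock transcription factors had more reads at each later time. Unigene12132_All, described in the deposited annotation as a DNA-binding protein, had 111, 385, 1689 and 2556 reads at 0, 6, 24 and 72 h and rose at all 3 times. CL9882.Contig2_All, of the HSF class, had 13, 35, 48 and 92 reads and rose at 24 and 72 h. Between 24 and 72 h the RPM of both increased at an adjusted p under 0.001 in the exact binomial test over the listed factors.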

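The log2 ratios of the heat shock factor Unigene12132_All against 0 h were 1.71 (95% interval 1.40 to 2.03) at 6 h, 3.78 (3.50 to 4.07) at 24 h and 4.45 (4.17 to 4.73) at 72 h. Those of CL9882.Contig2_All were 1.34 at 6 h, where it did not pass the test, 1.74 (0.83 to 2.74) at 24 h and 2.75 (1.90 to 3.71) at 72 h.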

Transcript levels of Unigene12132_All were induced by 1.7, 3.8, and 4.5 folds at 6, 24 and 72 h in comparison with that of control, while CL9882.Contig2_All showed a progressive increase and was 2.8 fold higher than the control at 72 h.

**Fig. 9:**
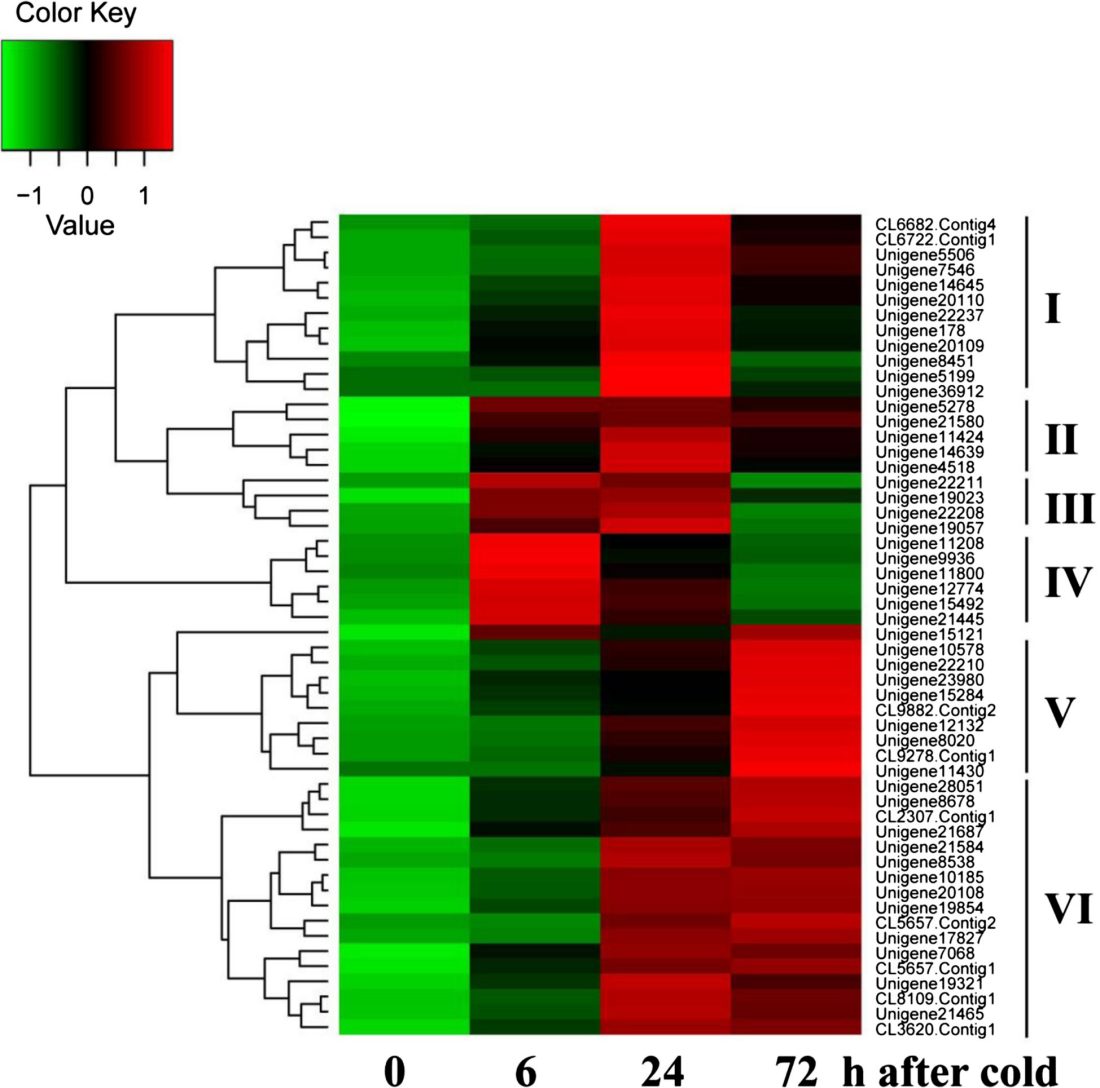
A heat map indicating expression patterns of transcription factors under cold stress. Columns and rows in the heat map represent samples collected at differenet time points of cold stress and common differenttially expressed TFs, respectively

The differentially expressed TFs were classified into six subgroups based on their expression patterns (Fig. 9). 

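The time of the highest level differed among the listed factors. Of the 59 unigenes, 1 was highest at 0 h, 10 at 6 h, 26 at 24 h and 22 at 72 h by RPM. The highest time stood above the next one, at an adjusted p under 0.001 in the binomial test over these unigenes, for 6 of those at 6 h, 10 at 24 h and 11 at 72 h. For the other factors the order of the 2 highest times was not settled at this depth. No size limit was applied to these differences. The test covers counting error between 2 single libraries, so a peak time holds for these libraries only.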

Subgroup I was characterized by genes showing low changes in transcript levels early during the cold treatment compared with the control plants, a peak of expression at 24 h and then a decrease at the 72 h time point. 

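Factors with a peak at 24 h included ERF, WRKY and bHLH members. Unigene14639_All, an ethylene-responsive element-binding protein, had 104, 2554, 5486 and 3001 reads at 0, 6, 24 and 72 h, and Unigene4518_All, an AP2/ERF factor, 501, 3491, 6493 and 3313. CL6722.Contig1_All, a bHLH factor, had 14, 43, 167 and 85 reads and Unigene5506_All, similar to WRKY70, 76, 117, 322 and 217. For each of these the level at 24 h stood above the next time at an adjusted p under 0.001. Unigene19321_All, an ethylene-responsive element-binding protein, had 156, 561, 1237 and 869 reads with the same order of times. Membership in the subgroups of Fig. 9 was not used.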

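Several listed factors had none or few reads at 0 h and many at each cold time. Unigene20110_All, an AP2 factor, had 0, 56, 186 and 85 reads at 0, 6, 24 and 72 h and was at least 17.6-fold, 55.9-fold and 26.8-fold higher at the 3 cold times. Unigene15284_All had 4, 306, 420 and 906 reads and log2 ratios of 6.17, 6.57 and 7.75 (95% interval 6.38 to 9.62). Unigene8678_All had 1, 71, 123 and 159 reads and 7.24 (4.74 to 12.55) at 72 h. Unigene11424_All (WRKY6) was at least 18.9-fold higher at 24 h and 12.0-fold higher at 72 h. Membership in the subgroup was not used.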

TFs in subgroup II showed a relatively high fold change at all three time points and five TFs belonged to this group, including three AP2/ERF domain-containing TFs, one NAC and one WRKY. The four TFs in subgroup III showed the highest expressional levels at 6 and 24 h, but lower levels at 72 h. 

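A higher level at 6 and 24 h than at 72 h was found for AP2/ERF factors with moderate counts. Unigene22208_All had 38, 169, 197 and 56 reads at 0, 6, 24 and 72 h, and rose at 6 h (2.07 (95% interval 1.55 to 2.61)) and 24 h (2.23 (1.72 to 2.77)) but not at 72 h. Unigene22211_All had 56, 266, 234 and 72 reads, with log2 ratios of 2.16 and 1.91 at the first 2 cold times. Unigene19057_All had 15, 64, 95 and 25 reads and log2 ratios of 2.01 and 2.51. The order of 6 and 24 h in these 3 unigenes did not pass an adjusted p of 0.001.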

The transcript abundance of TFs in subgroup IV, including four AP2/ERF domain-containing TFs, two zinc finger and a single WRKY, was greater at the early time point before declining, which suggests that they play roles in early transduction of the cold signal. 

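Early peaks were found in AP2/ERF factors and in a WRKY factor. Unigene12774_All, an AP2/ERF factor, had 541, 7642, 4867 and 1190 reads at 0, 6, 24 and 72 h and a log2 ratio of 3.73 (95% interval 3.61 to 3.86) at 6 h. Unigene11800_All had 78, 1293, 562 and 130 reads and 3.97 (3.63 to 4.31), and Unigene15492_All 7, 254, 168 and 39 reads and 5.10 (4.03 to 6.42). Unigene9936_All went from 1 read at 0 h to 479 at 6 h and back to 63 at 72 h. Unigene11208_All, WRKY41, had 8, 65, 31 and 15 reads and did not pass the test against 0 h at 72 h. In these 5 unigenes the level at 6 h stood above the level at 24 h at an adjusted p under 0.001.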

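Late peaks were found in factors of the NAC, MYB and AP2/ERF families. CL9278.Contig1_All, a NAC factor, had 104, 387, 1127 and 2180 reads at 0, 6, 24 and 72 h and a log2 ratio of 4.31 (95% interval 4.03 to 4.61) at 72 h. Unigene11430_All, an AP2/ERF factor, had 19, 20, 94 and 264 reads and 3.72 (3.05 to 4.47). Unigene28051_All, a MYB factor, had 597, 2023, 3269 and 3854 reads, and Unigene10578_All, of the same family, 3, 38, 70 and 115. For these 4 the level at 72 h stood above that at 24 h at an adjusted p under 0.001, with no limit on the size of the difference. In contrast, CL5657.Contig1_All, a NAC factor with 16, 133, 238 and 242 reads, had levels at 24 and 72 h that the test did not separate.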

TFs in subgroup V showed a peak in expression at 72 h, while TFs in subgroup VI, the largest subgroup, showed high levels of transcript abundance at 24 h and the levels remained high at 72 h.

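The CBF/DREB-like unigenes had different time courses and levels. Unigene14645_All, a CRT/DRE-binding factor, had its peak at 24 h at a log2 ratio of 7.85 (95% interval 6.29 to 10.13) and 6.78 (5.23 to 9.07) at 72 h. Unigene24431_All, similar to DREB2, was highest at 72 h. Unigene5199_All, CBF/DREB-like factor 1, had 0, 1, 18 and 2 reads at 0, 6, 24 and 72 h and was at least 5.41-fold higher at 24 h alone. Unigene36912_All, similar to DREB1F, had 0, 0, 15 and 3 reads and did not pass the test at any time, except at 24 h with the Audic-Claverie test or a minimum of 10 reads.
The fixed list of CBF/DREB factors had 2 rises at 6 h, 3 at 24 h and 2 rises and 1 fall at 72 h, of 8 (2 and 2 at 72 h when adjusted over the list alone). Its median log2 ratio at 72 h was 1.83, at the 98.7th percentile of 10000 matched random lists, and its summed RPM were 17.2-fold higher. Most of that sum was Unigene24431_All, and without it the rise was 2.17-fold, from 187 to 429 reads. The member that fell was Unigene23294_All, similar to DREB3, with 144, 157, 135 and 63 reads and a log2 ratio of -1.27 (-1.72 to -0.83). CL6414.Contig2_All, similar to DREB1C and named after its values were seen, had 34, 21, 23 and 11 reads and no call.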

Among the differentially expressed AP2/ERF TFs, four CBFs/DREBs-like unigenes (Unigene5199_All, Unigene36912_All, Unigene24431_All and Unigene14645_All) which were all clustered in subgroup I, and therefore had a similar expression pattern, were significantly induced by cold treatment. For example, Unigene24431_All, which was annotated as a *DREB2A*-like gene, had a RPKM value of 35.79, 139.60, 497.48 and 1085.57 in the 0, 6, 24 and 72 h samples. In addition, the expression of an ICE1-like TF (Unigene24033_All) was also found to be up-regulated in the cold-treated plants.

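Unigene24431_All rose at each later time. It had 213, 882, 3283 and 6819 reads at 0, 6, 24 and 72 h, and log2 ratios of 1.96 (95% interval 1.75 to 2.19), 3.80 and 4.92 (4.73 to 5.13). The deposited RPKM values were 35.8, 139.6, 497 and 1086, and the annotation in the files is dehydration-responsive element-binding protein 2C.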

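The ICE1-like factor was detected late in the cold. ICE1 is a known activator of CBF genes. Unigene24033_All had 0, 0, 11 and 25 reads at 0, 6, 24 and 72 h and was at least 7.90-fold higher at 72 h, the 1 time at which it passed the test. The count of 11 at 24 h did not pass.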

### Identification of hormone and signal transduction-related unigenes

The GO and KEGG enrichment analyses of the DEGs both highlighted signal transduction as being particularly affected by the cold treatment. More than 60 unigenes predicted to encode protein kinases were differentially expressed in trifoliate orange grown under the cold conditions (Additional file 7) and of these, genes encoding receptor-like protein kinases (RLKs) made up the largest group. 

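Kinase genes that passed the test mostly rose at 6 and 24 h and went both ways at 72 h, as did unigenes in general. Of 64 unigenes in the study's list of kinases, 14 rose and none fell at 6 h, 55 rose and 8 fell at 24 h, and 45 rose and 7 fell at 72 h. That list was chosen on these samples. Among all 1265 unigenes with kinase in the annotation, 14 rose and none fell at 6 h, 60 rose and 10 fell at 24 h, and 85 rose and 59 fell at 72 h. Over all tested unigenes, 437 rose and 122 fell of 45974 at 6 h, and 1548 and 671 of 47230 at 24 h. At 72 h 2536 rose and 2340 fell of 47433. No expected number was computed for the kinase annotation.
On the list of receptor-like kinases fixed from annotation, 25 rose and 6 fell of 396 at 24 h. At 72 h 37 rose and 26 fell of 398 (40 and 27 when adjusted over the list alone), and 45 rose and 19 fell with TMM factors. The share of calls among tested unigenes with an Nr match gives 22.0 rises and 25.0 falls. Unigene22385_All, a lectin receptor kinase of the G type, had 0, 2, 40 and 80 reads at 0, 6, 24 and 72 h and was at least 25.3-fold higher at 72 h. CL9120.Contig1_All, similar to receptor kinase ALE2, had 34, 15, 3 and 1 reads and a log2 ratio of -5.17 (95% interval -10.51 to -2.59).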

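Wall-associated kinases, which link the cell wall to signalling inside the cell, rose at 24 and 72 h. Unigene20744_All had 7, 17, 44 and 56 reads at 0, 6, 24 and 72 h and log2 ratios of 2.50 at 24 h and 2.92 (95% interval 1.79 to 4.30) at 72 h. Unigene25402_All had 83, 105, 475 and 423 reads and 2.27 (1.93 to 2.63), and Unigene22769_All 38, 69, 105 and 227 reads and 2.50 (2.00 to 3.04). The proline-rich kinase Unigene20499_All had 180, 341, 448 and 620 reads, with 1.17 at 24 h and 1.71 (1.46 to 1.95) at 72 h. None of the 4 passed the test at 6 h.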

More than 30 RLK genes were serine/threonine-protein kinase, three were wall-associated receptor kinases (Unigene20744_All, Unigene25402_All, Unigene22769_All), and one was a proline-rich receptor-like protein kinase (Unigene20499_All). Furthermore, the expression of *BRASSINOSTEROIDS INSENSITIVE* 1 (BRI1, CL3291.Contig2_All) was found to increase, while an annotated brassinosteroid LRR receptor kinase (Unigene19522_All) showed a decrease in transcript abundance under cold stress. Additionally, eight genes annotated as kinases were up-regulated. 

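The brassinosteroid-related unigenes named here went in opposite directions. CL3291.Contig2_All is BRI1 by the paper and a BRI1-associated kinase, not BRI1 itself, by the deposited annotation. It had 0, 6, 38 and 39 reads at 0, 6, 24 and 72 h and was at least 11.4-fold higher at 24 h and 12.3-fold higher at 72 h. Unigene19522_All, a brassinosteroid LRR receptor kinase, had 103, 111, 48 and 8 reads, with log2 ratios of -1.25 (95% interval -1.78 to -0.74) and -3.76 (-5.01 to -2.73). Neither passed at 6 h.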

Mitogen-activated protein kinase (MAPK) cascades have been shown to play key roles in mediating stress-associated signaling pathway [33] and among the DEGs, a MAPK (CL8004.Contig1_All) and two MAPKKK (Unigene25596_All, CL3174.Contig_All) were up-regulated by the cold treatment. In addition, the expression of several kinases related to MAPK (mitogen-activated protein kinase) cascades was similarly induced.

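Both MAPKKK unigenes named here rose. CL3174.Contig1_All, a MAPKKK and the longer contig of a cluster that the paper names without a contig number, had 41, 198, 175 and 125 reads at 0, 6, 24 and 72 h and log2 ratios of 2.19 (95% interval 1.69 to 2.71), 1.94 and 1.53 (1.01 to 2.08). Unigene25596_All, another MAPKKK, had 1, 12, 26 and 40 reads, and rose at 24 h (4.55 (1.95 to 9.91)) and 72 h (5.24 (2.68 to 10.58)). Its wide intervals follow from the single read at 0 h.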

We also observed that the expression of genes associated with biosynthesis or signal transduction of the phytohormones abscisic acid (ABA), gibberellin (GA) or ethylene showed substantial changes following cold temperatures. KEGG analysis of the DEGs suggested that carotenoid biosynthesis (ko00906), which is associated with ABA biosynthesis, was induced under cold condition. 

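The *NCED* unigene rose at 24 and 72 h. Unigene19385_All, a 9-cis-epoxycarotenoid dioxygenase, had 24, 45, 208 and 356 reads at 0, 6, 24 and 72 h. Its log2 ratio was 0.82 (95% interval 0.08 to 1.60) at 6 h, which did not pass the test, 2.97 (2.35 to 3.64) at 24 h and 3.81 (3.22 to 4.47) at 72 h. From 24 to 72 h the log2 ratio was 0.85 (0.60 to 1.10), which did not pass.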

As an example, the expression of Unigene19385_All, which is predicted to encode a 9-*cis*-epoxycarotenoid dioxygenase (NCED), a key rate-limiting enzyme in ABA synthesis, was progressively up-regulated by ~3-4 folds at 24 h and 72 h, respectively, compared to the 0 h time point. 

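The unigene named here for ABA 8'-hydroxylase, which starts the breakdown of abscisic acid, had a short peak. Other unigenes that the paper gives as this enzyme in Table 5 have their largest ratios there at 72 h. CL851.Contig21_All had 2, 107, 38 and 3 reads at 0, 6, 24 and 72 h. It rose at 6 h (log2 ratio 5.66 (95% interval 3.77 to 8.72)) and at 24 h (4.10 (2.15 to 7.20)) and did not pass at 72 h. From 6 to 72 h it fell, with a log2 ratio of -5.15 (-7.45 to -3.56).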

Interestingly, the expression of a unigene (CL851.Contig21_All) encoding an ABA 8′-hydroxylase 1, a key enzyme in ABA catabolism, was rapidly up-regulated after 6 h of cold treatment, but its transcript abundance declined to the same expressional level as 0 h after 72 h. This apparent regulation of genes involved in ABA biosynthesis and catabolism suggests dynamic and multifaceted control of ABA content in response to stress. Also we also noted genes involved in ABA signaling pathway showed similar changes in expression. For example, three genes encoding protein phosphatase 2C (PP2C), CL6797.Contig2_All, CL6797.Contig1_All and Unigene24667_All, were up-regulated at 6 h, and four additional *PP2C* genes (CL3200.Contig4_All, CL9817.Contig1_All, Unigene24667_All, CL2118.Contig1_All and Unigene934_All) showed increase in transcript abundance after 24 h of cold stress. In contrast, three other *PP2C* genes (Unigene22810_All, Unigene21083_All, and Unigene23511_All) and a unigene (Unigene23445_All) encoding PYR/PYL (Pyrabatin Resistance/Pyrabatin Resistance 1-Like), ABA receptors, were down-regulated at 72 h.

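Of the PP2C phosphatases, which restrain ABA signalling, some rose, most of these at 24 h. Unigene24667_All, similar to protein phosphatase 2C 25, had 13, 64, 181 and 368 reads at 0, 6, 24 and 72 h and log2 ratios of 2.21 (95% interval 1.34 to 3.20), 3.65 and 4.75 (3.95 to 5.67). CL6797.Contig2_All had 0, 17, 86 and 36 reads and was at least 25.9-fold higher at 24 h and 11.4-fold at 72 h. CL6797.Contig1_All had 0, 17, 24 and 7 reads and was at least 7.22-fold higher at 24 h. At 6 h both contigs of this cluster passed with TMM factors, the Audic-Claverie test or a minimum of 10 reads, and not otherwise.
CL3200.Contig4_All had 0, 1, 20 and 6 reads and was at least 6.01-fold higher at 24 h. CL2118.Contig1_All had 56, 111, 180 and 105 reads and 1.54 (1.10 to 2.00) at 24 h, and passed at 72 h with TMM and DESeq2 factors. Unigene934_All had 121, 173, 308 and 354 reads and rose at 24 h (1.20 (0.89 to 1.51)) and 72 h (1.47 (1.17 to 1.78)). CL9817.Contig1_All had 1, 11, 19 and 7 reads and did not pass, except at 24 h with TMM factors, the Audic-Claverie test or a minimum of 10 reads. Of 72 unigenes annotated as PP2C, 2 rose at 6 h, 7 rose at 24 h, and 4 rose and 7 fell at 72 h. With TMM or DESeq2 factors that balance turned, to 5 rises and 4 falls.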

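Falls at 72 h in this group were moderate. Unigene22810_All had 147, 123, 111 and 42 reads at 0, 6, 24 and 72 h and a log2 ratio of -1.89 (95% interval -2.42 to -1.38) at 72 h, and Unigene23445_All, listed by the paper as a PYR/PYL receptor, 139, 153, 95 and 55 reads and -1.42 (-1.89 to -0.96). Unigene21083_All had 51, 57, 38 and 19 reads and -1.50 (-2.35 to -0.72), and Unigene23511_All 57, 71, 57 and 22 reads and -1.45 (-2.23 to -0.72). TMM and DESeq2 factors end the calls of Unigene21083_All (-1.24 and -1.26) and Unigene23511_All (-1.19 and -1.21).
Of 92 unigenes on the fixed list of ABA synthesis and signalling, 5 rose and 8 fell at 72 h, or 6 and 5 with TMM or DESeq2 factors, with a median log2 ratio of 0.09 at the 93.7th percentile of 10000 matched random lists. At 24 h 9 rose and none fell of 96 (10 and 1 when adjusted over the list alone), and at 6 h 3 rose and none fell of 84 (5 and none). Unigene29219_All, the PYL4-like receptor with the most reads and named after its values were seen, had 851, 1084, 1336 and 1497 reads and no call.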

Although expression of the genes associated with ethylene biosynthesis was generally down-regulated by the cold treatment, we identified unigenes related to ethylene meditated signaling that showed the opposite trend. This was exemplified by 11 ethylene signal transduction-related genes, three ethylene receptors (ETRs), a MAPK and seven ERFs, all of which were up-regulated by cold exposure. However, we also determined that a unigene (Unigene13110_All) encoding an Ein3-binding F-box protein (EBF1/2) (Unigene13110_All) was down-regulated.

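Among ethylene genes fixed from annotation, the rises were receptors. Of 27 unigenes on the fixed list of ethylene synthesis and signalling, 3 rose and 1 fell at 72 h, with a median log2 ratio of -0.40 at the 38.7th percentile of 10000 matched random lists. The 3 that rose were annotated as ethylene receptors. Table 5 lists 11 unigenes under ethylene, which the study chose on these samples; 6 rose at 6 h, and 9 rose and 1 fell at 24 and 72 h.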

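Receptors and ERF factors of ethylene signalling rose to different degrees. Unigene28463_All, annotated as ethylene response 2, had 129, 340, 916 and 924 reads at 0, 6, 24 and 72 h and log2 ratios of 1.31, 2.68 and 2.76 (95% interval 2.50 to 3.04). Unigene28462_All and Unigene28464_All, annotated as ethylene response 3, rose at 72 h, with 1.68 (0.96 to 2.46) and 1.13 (0.91 to 1.35). Another receptor, Unigene13186_All, named after its values were seen, had 590, 654, 543 and 473 reads and no call.
Of the ERF factors in Table 5, Unigene5278_All had 42, 523, 546 and 415 reads and log2 ratios of 3.55, 3.55 and 3.23 (2.77 to 3.72), and Unigene21687_All 199, 1474, 2079 and 2532 reads and 3.59 (3.38 to 3.81) at 72 h. Unigene23980_All had 86, 196, 230 and 371 reads and rose at each time. Unigene19854_All and Unigene21465_All rose at 24 h (2.98 (1.50 to 4.93) and 2.14 (1.51 to 2.82)) and at 72 h.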

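Of the unigenes for EBF, an F-box protein that marks the ethylene regulator EIN3 for breakdown, the one named here fell and another in Table 5 rose. Unigene13110_All had 1865, 1162, 932 and 741 reads at 0, 6, 24 and 72 h, and log2 ratios of -0.77 at 6 h, which did not pass, -1.15 (95% interval -1.26 to -1.04) at 24 h and -1.41 (-1.53 to -1.29) at 72 h. CL9038.Contig1_All, listed in Table 5 as an EIN3-binding F-box protein and chosen by the study on these samples, had 0, 18, 13 and 7 reads. It was at least 5.65-fold higher at 6 h and did not pass at 24 or 72 h.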

We also observed that the expression of six genes related to biosynthesis of the defense-related hormone jasmonic acid (JA) was upregulated: one encoding allene oxide cyclase (Unigene15722_All), two encoding 12-oxophytodienoate reductase 2 (CL5141.Contig4_All and CL5141.Contig2_All) and two encoding AMP dependent CoA ligase (CL2829.Contig1_All, Unigene24432_All). Furthermore, three genes encoding JAZ and five genes encoding MYC2, which have been shown to be involved in JA signaling pathway, were also significantly up-regulated by the cold conditions. 

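The 5 unigenes named here, which the study chose on these samples, rose at 24 h, and all but CL2829.Contig1_All also at 72 h. Unigene15722_All, an allene oxide cyclase, had 63, 85, 203 and 269 reads at 0, 6, 24 and 72 h and log2 ratios of 1.54 at 24 h and 2.02 (95% interval 1.62 to 2.44) at 72 h. The 12-oxophytodienoate reductase CL5141.Contig4_All had 0, 21, 32 and 79 reads and was at least 6.59-fold, 9.62-fold and 25.0-fold higher. CL5141.Contig2_All of the same cluster had 20, 26, 82 and 312 reads and 3.89 (3.23 to 4.62) at 72 h. The CoA ligases CL2829.Contig1_All and Unigene24432_All had 1, 16, 20 and 12 and 42, 61, 109 and 125 reads, with 4.17 (1.53 to 9.55) and 1.23 (0.70 to 1.78) at 24 h.
Of 20 unigenes on the fixed list of jasmonate synthesis and signalling, 3 rose and 2 fell at 72 h (the same when adjusted over the list alone), with a median log2 ratio of 0.50 at the 97.6th percentile of 10000 matched random lists. Their summed RPM were 0.632-fold, or 0.958-fold without CL9917.Contig1_All, which was named after its values were seen and had 3233, 4630, 2997 and 1410 reads. Among the members that fell was Unigene28423_All, lipoxygenase 6, which had 1223, 1067, 821 and 468 reads and -1.46 (-1.62 to -1.31).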

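Unigenes listed for JA signalling in Table 5 rose at 24 h. CL9506.Contig1_All, which has no informative annotation in the files, had 1, 13, 31 and 22 reads at 0, 6, 24 and 72 h and log2 ratios of 4.81 (95% interval 2.22 to 10.15) and 4.38 (1.75 to 9.75) at 24 and 72 h. The bHLH factor Unigene17827_All had 3, 8, 47 and 47 reads and 3.82 (2.19 to 6.15) at 24 h, and Unigene25537_All, a DNA-binding protein, 232, 444, 873 and 905 reads and 1.89 (1.68 to 2.10) at 72 h. All 7 unigenes listed under JA rose at 24 h, 1 at 6 h and 6 at 72 h, and the study chose them on these samples.
By annotation, 5 unigenes were JAZ or TIFY proteins, with 145, 141, 175 and 107 reads in sum. None rose, and 1 fell at 72 h, while with TMM or DESeq2 factors 1 rose and none fell. The one that fell by library totals, Unigene21886_All, similar to TIFY 4B and named after its values were seen, had a log2 ratio of -1.20.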

The expression patterns of the genes involved in hormone metabolism and signal transduction were analyzed by qPCR (Fig. 10). Although the samples were different from those used for RNA-Seq, expression patterns were quite similar between the two methods, which further confirmed reliability of screening the DEGs.

**Fig. 10:**
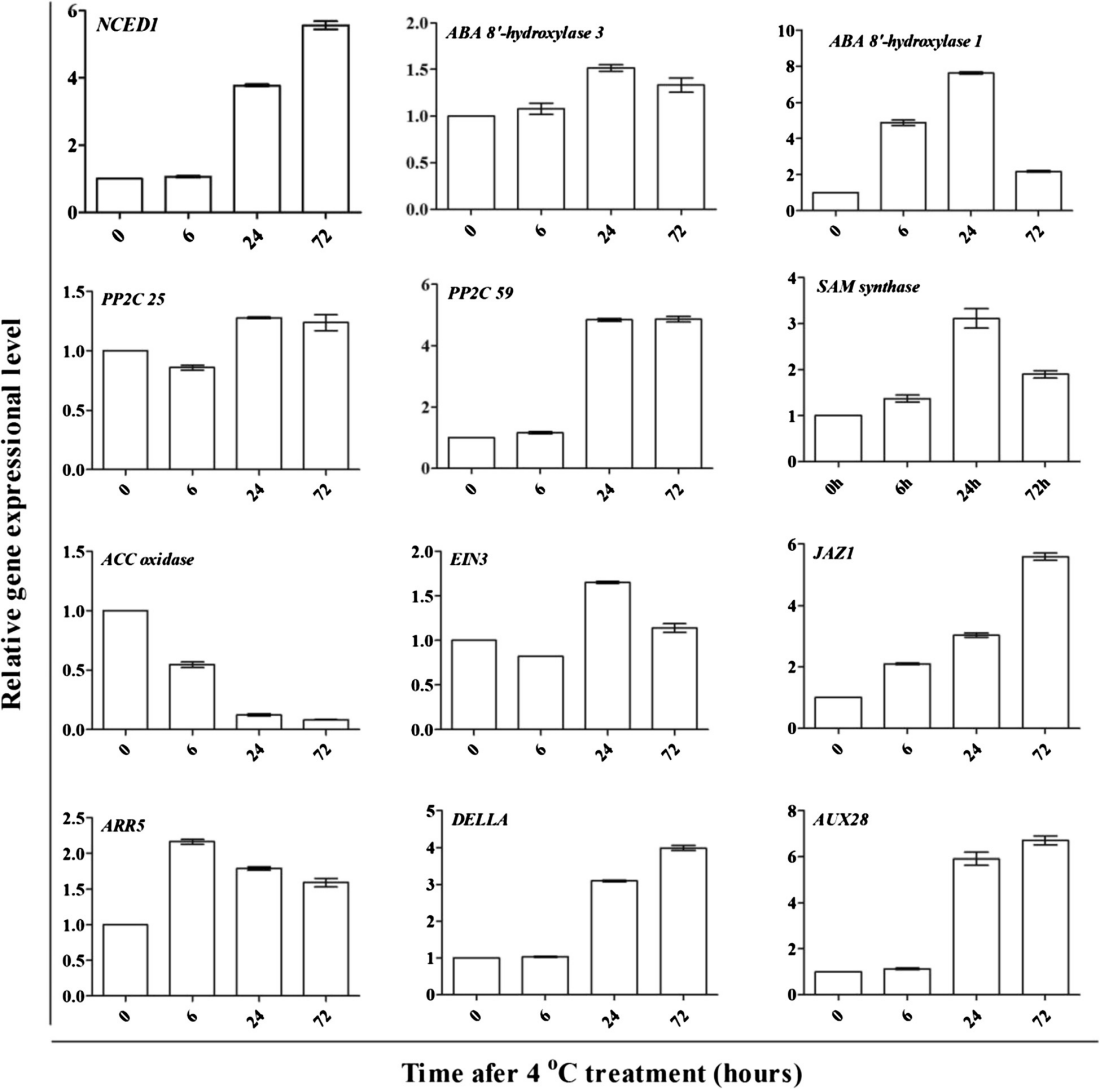
Expression patterns of genes involved in hormone metabolism and signal transduction. Expression of the selected genes was comfirmed by qPCR using samples treated at low temperature. The samples were different from those used for RNA-Seq. The bars represent SE (n = 3)

Reactive oxygen species (ROS) are known to provide a signal that triggers cellular changes in response to altered environmental conditions [34]. The chloroplast is considered to be a major producer of ROS during abiotic stress and inhibited photosynthesis is a key factor that results in the accumulation of ROS [35]. In this study, transcript levels of unigenes associated with the ‘Photosynthesis-antenna proteins’ and ‘Photosynthesis’ GO categories, such as chlorophyll A/B binding protein (Unigene12186_All, Unigene4387_All, Unigene12405_All, Unigene18912_All, CL216.Contig1_All), chloroplast pigment-binding protein CP24 (CL9248.Contig2_All), cytochrome b6-f complex iron-sulfur subunit (Unigene1165_All), PSI reaction center subunit II (Unigene28504_All), and photosystem II oxygen-evolving enhancer protein (Unigene14933_All), decreased following the exposure treatment. Conversely, the abundance of transcripts corresponding to ROS receptor proteins or redox-sensitive transcription factors, such as Hsfs (Unigene12132_All, CL9882.Contig2_All) was up-regulated (Additional file 8). 

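The 9 unigenes named here, which the study chose on these samples, all fell at 72 h by library totals, and 5 of these calls depend on the scaling. The largest fall was that of CL9248.Contig2_All, the pigment-binding protein CP24, with 92, 31, 13 and 1 reads at 0, 6, 24 and 72 h and log2 ratios of -1.66, -2.97 and -6.60 (95% interval -11.92 to -4.09). Unigene1165_All, the iron-sulfur subunit of the cytochrome b6-f complex, had 44, 14, 4 and 2 reads, with -3.61 (-5.55 to -2.15) at 24 h and -4.54 (-7.63 to -2.60) at 72 h. Unigene28504_All, subunit II of photosystem I, had 1709, 1496, 895 and 515 reads and -1.81 (-1.95 to -1.67), and Unigene14933_All, an oxygen-evolving enhancer protein, 159, 181, 108 and 40 reads and -2.07 (-2.61 to -1.56).
The 5 chlorophyll a/b-binding proteins fell less. Unigene4387_All had 11290, 11320, 8832 and 5204 reads and -1.20 (-1.24 to -1.15) at 72 h, and Unigene18912_All -1.22 (-1.32 to -1.12). The others were Unigene12186_All with -1.16 (-1.40 to -0.91), CL216.Contig1_All with -1.15 (-1.62 to -0.69) and Unigene12405_All with -1.02 (-1.10 to -0.94). TMM factors bring these 5 to between -0.96 and -0.76 and DESeq2 factors to between -0.98 and -0.78, which ends the calls.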

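Genes of reactive oxygen scavenging went both ways. Of 76 unigenes on the fixed list, 3 rose and 8 fell at 72 h (3 and 9 when adjusted over the list alone), or 5 and 5 with TMM factors, with a median log2 ratio of -0.48 at the 16.0th percentile of 10000 matched random lists. CL8398.Contig1_All, a glutathione transferase, had 1, 57, 34 and 22 reads at 0, 6, 24 and 72 h and a log2 ratio of 4.38 (95% interval 1.75 to 9.75) at 72 h. Unigene14892_All, also a glutathione transferase, had 13, 92, 196 and 200 reads and 3.87 (3.06 to 4.80). Unigene22047_All, a glutathione transferase of the zeta class, had 69, 42, 12 and 5 reads and -3.86 (-5.53 to -2.57). The heat shock factors named beside them were 21.8-fold (Unigene12132_All) and 6.71-fold (CL9882.Contig2_All) higher at 72 h.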

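MBF1c is a coactivator of heat and oxidative stress responses. CL8980.Contig1_All, annotated as this protein, had 83, 68, 158 and 254 reads at 0, 6, 24 and 72 h. Its log2 ratio was -0.37 (95% interval -0.86 to 0.11) at 6 h and 0.78 (0.39 to 1.18) at 24 h, neither of which passed the test, and 1.54 (1.17 to 1.91) at 72 h, which passed.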

We noted that expression of the unigene CL8980.Contig1_All, which encodes MBF1c, a key regulator of thermotolerance in *A. thaliana* and a potential regulatory hub linking ROS signaling with pathogen and abiotic stress responses, increased in response to the cold treatment. It is known that ROS promotes cellular signaling thought a ROS-induced MAPK signaling pathway [33]. We identified several MAPKs in this study that were significantly up-regulated by the cold treatment, although their associations with ROS mediated-signaling have yet to be established.

Calcium serves as a second messenger and plays vital roles in a number of signaling pathways [36, 37]. In plants, oscillations in calcium levels are detected by calcium sensor proteins, such as calcium-related proteins, calmodulin and calmodulin-binding protein (CBP), calcium-dependent protein kinases (CDPKs) and calcium-regulated phosphatases, which relay signals and trigger downstream responses [38, 39]. In this study, we identified four genes (CL9078.Contig2_All, CL4696.Contig2_All, Unigene5810_All, CL653.Contig20_All) encoding CDPKs, one gene (Unigene22833_All) encoding a CBP and four genes (Unigene25450_All, Unigene26697_All, Unigene14626_All, and CL3238.Contig1_All) encoding CBL-interacting protein kinases (CIPKs), all of which were up-regulated by the cold treatment (Additional file 8).

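Calcium-regulated kinases rose mainly at 24 and 72 h. CL9078.Contig2_All, a calcium-dependent protein kinase, had 1, 9, 23 and 21 reads at 0, 6, 24 and 72 h and a log2 ratio of 4.31 (95% interval 1.68 to 9.68) at 72 h. The other CDPK unigenes Unigene5810_All and CL653.Contig20_All had 2.36 (1.37 to 3.49) and 2.40 (1.50 to 3.43), and CL4696.Contig2_All 3.60 at 24 h and 3.21 at 72 h. Among CBL-interacting kinases, CL3238.Contig1_All had 308, 1139, 2335 and 3092 reads and rose at each time, with 3.25 (3.08 to 3.42) at 72 h. Unigene14626_All had 330, 358, 939 and 2169 reads and 2.64 (2.47 to 2.81), Unigene25450_All 114, 200, 757 and 582 reads and 2.27 (1.98 to 2.58), and Unigene26697_All 820, 1161, 2339 and 1737 reads and 1.01 (0.88 to 1.13).
Unigene22833_All, which the paper lists as a CBP and the files annotate as a calmodulin-binding protein, had 3, 26, 26 and 7 reads and passed at 24 h (2.97 (1.26 to 5.33)), at 6 h with TMM factors, the Audic-Claverie test or a minimum of 10 reads alone, and not at 72 h. Of 130 calcium sensors and kinases on the fixed list, 18 rose and 3 fell at 72 h (19 and 3 when adjusted over the list alone), with a median log2 ratio of 0.14 at the 99.6th percentile of 10000 matched random lists. Unigene19429_All, similar to the calcium-binding allergen Ole e 8, had 13, 186, 1017 and 480 reads and 5.13 (4.34 to 6.05).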

## Discussion

### Illumina paired-end sequencing, assembly, and functional annotation

In this study, we performed an RNA-seq analysis of the *P. trifoliata* transcriptome using Illumina-based 2 × 90 bp paired-end reads sequencing. Illumina, a widely used NGS platform for transcriptome assembly, produces relatively shorter reads but generates higher transcriptome coverage at lower expenses compared with other platforms [40]. Approximately 6 Gb high-quality reads were obtained, which were *de novo* assembled into 77,292 unigenes. 

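Unigenes with a known protein match were longer than those without. The median length was 1091 bp for the unigenes with an Nr match and 284 bp for the 19291 without one. Lengths alone were examined here, and the completeness of the coding sequences was not.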

The average length of the assembled unigenes was 1112 bp and 55.5 % of the unigenes were longer than 1 kb, which indicates a high quality assembly that is likely to include many full-length cDNAs. In addition, 77.3 % of the assembled unigenes had homologs in at least one of the public databases that we searched, and 70.5 % of the unigenes had a homolog that was determined with a high probability score in three species: *V. vinifera* (31.8 %), *R. communis* (26.5 %) and *P. trichocarpa* (22.2 %). 

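Best matches to the species itself were rare. The species name was *Citrus trifoliata* for 261 unigenes and *Poncirus trifoliata* for 1, together 262 or 0.452% of the unigenes with an Nr match. Both names refer to trifoliate orange.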

Significantly, only 274 unigenes aligned with previously reported *P. trifoliata* sequences, underlining the sparse gene coverage of this species in the Nr database. Taken together, these results suggested that our *P. trifoliata* EST dataset represents a valuable transcriptome resource for gene discovery and functional analysis.

### Analysis of DEGs that are responsive to cold temperatures

It has been well documented that plants can enhance their cold tolerance by modulating gene transcription, and examples of gene induction and repression in response to cold temperatures have been reported [41, 42]. In this study, 5549 *P. trifoliata* genes were differentially expressed as a consequence of the cold treatment. Of these, 462, 1631 and 2702 unigenes were up-regulated after 6, 24, and 72 h of cold treatment, respectively, while 138, 715 and 2475 unigenes were down-regulated, This predominance of gene induction during the cold stress has been found in other studies [11, 12]. It is notable that the number of DEGs progressively increased over the course of the cold treatment, indicating ongoing adaptations over an extended time. 

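A total of 5375 unigenes passed the test against 0 h at 6, 24 or 72 h, and 422 of them did so at all 3 times in the same direction. Among the unigenes that rose most surely at 72 h were CL3435.Contig2_All, a galactinol synthase of raffinose synthesis, and CL837.Contig2_All, a basic 7S globulin. CL837.Contig2_All had 10, 143, 737 and 1702 reads at 0, 6, 24 and 72 h, with log2 ratios against 0 h of 3.75, 6.05 and 7.33 (6.45 to 8.40). CL4884.Contig1_All, a Ty1-copia retrotransposon, was absent at 0 and 6 h and had 81 reads at 24 h and 392 at 72 h, at least 124-fold higher. Among the unigenes that fell were CL8007.Contig2_All, similar to transmembrane protein 56, with 636, 96, 17 and 9 reads, and Unigene279_All, similar to VPS37 of vacuolar sorting, with 91, 46, 17 and 0 reads. At 72 h the former had a log2 ratio of -6.22 (-7.36 to -5.29) and the latter was at least 32.0-fold lower. CL373.Contig1_All, a WRKY factor, with 40, 16, 9 and 0 reads, was at least 14.1-fold lower, and Unigene14701_All, a GDP-mannose epimerase of ascorbate synthesis, had a log2 ratio of -5.47 (-8.54 to -3.57).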

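Rises made up 78.2% of the unigenes that passed the test at 6 h, 69.8% at 24 h and 52.0% at 72 h. With TMM factors the share at 72 h was 68.4%, and with DESeq2 size factors 67.6%. Rises were therefore the larger group at each time, by a small margin at 72 h without rescaling. Of 37 gene lists with a member detected, 23 had more members that rose than fell at 72 h.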

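Most calls against 0 h at 6 h were also made, in the same direction, at 72 h. Of 437 unigenes higher at 6 h, 328 (75.1%) were higher at 72 h, and of 122 lower at 6 h, 103 (84.4%) were lower. From 24 to 72 h, 1207 of 1548 higher unigenes (78.0%) and 571 of 671 lower ones (85.1%) had the same call. Independent lists would share 23.6, 6.41, 85.5 and 34.3 unigenes, and unchanged libraries simulated with a coefficient of variation of 0.2 against the same 0 h library 14.3, 7.9, 15.3 and 8.55. The single 0 h library enters each comparison, so part of the overlap may come from it. From 6 to 72 h directly, 123 of the unigenes higher at 6 h rose further and 68 fell, and of those lower 38 fell further and 10 rose, so most did not change further in the same direction. CL3435.Contig2_All, a galactinol synthase, illustrates the later course: it was not called at 6 h and had log2 ratios of 6.08 at 24 h and 9.64 (8.52 to 11.09) at 72 h. CL2387.Contig13_All, a heat shock cognate 70 kDa protein, had 8, 31, 632 and 1821 reads and a log2 ratio of 7.75 (6.77 to 8.97) at 72 h. From the growing number of differentially expressed unigenes the paper concludes that adaptation continued over the treatment.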

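Unigenes that passed the test had a smaller share without a protein match than detected unigenes in general, except for falls at 6 and 24 h. Of the 5375 unigenes that passed the test against 0 h, 1486 (27.6%) had no Nr match, compared with 36.0% of all 49622 unigenes with a read. Among rises the share without a match was 26.8% at 6 h, 30.5% at 24 h and 33.8% at 72 h. Among falls it was 42.6%, 36.4% and 18.5%. No test of these shares was made, since the chance of passing depends on the number of reads.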

More than 28 % of the *P. trifoliata* DEGs had no annotated homologs in the Nr database and these may be specific to *P. trifoliata* or represent cold-responsive genes with homologs that have not been identified in previous studies with other plant species.

### Phytohormone signals under low temperature

The phytohormones ABA, GA and ethylene are known to play key roles in a wide range of adaptive responses to abiotic stresses [43]. In this study, the transcriptome data suggested that the expression of genes involved in signal transduction pathways related to several plant hormones were modified within 6 h of cold treatment. Moreover, increasing numbers of genes related to these pathways showed changes in expression over the 72 h of the cold treatment time course, suggesting a critical role of the hormone pathways in conferring trifoliate orange response to the cold stress. ABA is perhaps the most well characterized phytohormone in terms of integrating various stress signals and modulating downstream stress responses, although its involvement in cold responses is still debated [44]. It has been suggested that plant response to the cold stress may be ABA-independent, but there is increasing evidence to the contrary [45, 46]. NCED is a rate-limiting enzyme in ABA synthesis and earlier studies reported transcriptional regulation of *NCED* following abiotic stress [47]. Accordingly, in our analysis, we noticed that an *NCED* gene was up-regulated by approximately 3–4 folds after 24 and 72 h of cold treatment. Up-regulation of the *NCED* gene implies that synthesis of ABA might be elevated in trifoliate orange under cold. In addition, we detected the increased expression of *PP2C*, a key component in the ABA signaling pathway (Table 5). This result is consistent with studies of *P. euphratica* and *A. thaliana* [18, 48], but differs from an equivalent analysis of on *Lilium lancifolium* [13]*.* Thus, whether and how ABA mediated signaling is involved in the cold responses of trifoliate orange remains to be further established.

**Table 5:** Hormone-related genes that were differentially expressed during the cold treatment

Gene ID	Fold change			Annotation
	6 h vs.0 h	24 h vs. 0 h	72 h vs. 0 h	
ABA				
Unigene19385_All	0.82	3	3.8	9-cis-epoxycarotenoid dioxygenase (*NCED*) [*Citrus sinensis*]
CL927.Contig1_All	2.9	2.9	4	short chain alcohol dehydrogenase [*Ricinus communis*]
CL851.Contig21_All	5.7	4.1	0.51	ABA 8′-hydroxylase [*Citrus sinensis*]
Unigene33085_All	9.7	12.8	14.1	ABA 8′-hydroxylase [*Glycine max*]
Unigene15626_All	−1.1	2	4	ABA 8′-hydroxylase [*Vitis vinifera*]
CL6797.Contig1_All	11.2	11.6	9.9	protein phosphatase 2C 25 isoform 1 [*Vitis vinifera*]
CL3200.Contig4_All	7.9	12.2	10.5	protein phosphatase 2C 59 [*Vitis vinifera*]
CL9817.Contig1_All	3.4	4.1	2.7	protein phosphatase 2C (PP2C) [*Fagus sylvatica*]
Ethylene				
CL5314.Contig1_All	1.3	4.9	5	S-adenosylmethionine synthetase [*Litchi chinensis*]
Unigene20820_All	0.7	2.2	3	S-adenosylmethionine decarboxylase [x *Citrofortunella microcarpa*]
Unigene21338_All	−1	−1.7	−3.7	1-aminocyclopropane-1-carboxylate oxidase homolog 4-like [*Vitis vinifera*]
Unigene23036_All	0.4	1.5	2.6	probable 2-oxoglutarate/Fe(II)-dependent dioxygenase-like [*Vitis vinifera*]
Unigene28463_All	1.3	2.7	2.8	ethylene response 2 [*Citrus sinensis*]
CL9038.Contig1_All	11	10.4	9.6	ein3-binding f-box protein 4 [*Populus trichocarpa*]
Unigene5278_All	3.6	3.6	3.2	Ethylene-responsive transcription factor 1B, putative [*Ricinus communis*]
Unigene19854_All	2	3	3	Ethylene-responsive transcription factor, putative [*Ricinus communis*]
Unigene23980_All	1.1	1.3	2	AP2/ERF domain-containing transcription factor [*Populus trichocarpa*]
Unigene21687_All	2.8	3.2	3.6	ethylene responsive transcription factor 1a [*Prunus salicina*]
Unigene21465_All	1.1	2.1	1.9	AP2/ERF domain-containing transcription factor [*Populus trichocarpa*]
JA				
CL5141.Contig4_All	12.1	12.7	14.1	old-yellow-enzyme homolog [*Catharanthus roseus*]
Unigene15722_All	0.3	1.5	2	allene oxide cyclase 2 [*Glycine max*]
CL2829.Contig1_All	4	4.2	3.5	4-coumarate--CoA ligase-like 9-like [*Vitis vinifera*]
CL9506.Contig1_All	3.6	4.8	4.4	JAZ1 [*Vitis rupestris*]
Unigene17827_All	1.3	3.6	3.9	transcription factor bHLH041 [*Vitis vinifera*]
CL6722.Contig1_All	1.5	3.4	2.5	transcription factor bHLH30-like [*Glycine max*]
Unigene25537_All	0.9	1.8	1.9	transcription factor bHLH13 [*Vitis vinifera*]
Cytokinin				
Unigene25908_All	3.7	3.2	1.9	two-component response regulator ARR5-like [*Vitis vinifera*]
Unigene25909_All	1.5	2.3	2.2	two-component response regulator ARR5-like [*Vitis vinifera*]
Unigene20772_All	0.6	3.4	4.8	Glucan endo-1,3-beta-glucosidase precursor, putative [*Ricinus communis*]
CL8049.Contig1_All	0.6	1.5	0.8	glucan endo-1,3-beta-glucosidase-like protein 3-like isoform 2 [*Vitis vinifera*]
GA				
CL9460.Contig1_All	1.2	2.2	2.9	gibberellin 2-beta-dioxygenase 1-like [*Vitis vinifera*]
Unigene21338_All	−1	−1.7	−3.7	Gibberellin 20 oxidase [*Medicago truncatula*]
Unigene14999_All	3.3	4.7	5.7	GRAS family transcription factor [*Populus trichocarpa*]
Auxin				
CL7975.Contig1_All	4.2	6.1	6	cytochrome P450 83B1 [*Vitis vinifera*]
CL5737.Contig2_All	4.9	7	5.3	phenylalanine N-monooxygenase-like [*Vitis vinifera*]
Unigene22952_All	−0.4	−1	−1.9	protein AUXIN SIGNALING F-BOX 3 [*Vitis vinifera*]
CL9773.Contig2_All	0.9	4.9	6.2	IAA15 [*Solanum lycopersicum*]
Unigene20450_All	1.4	4.1	6	Auxin-responsive protein IAA1, putative [*Ricinus communis*]
Brassinosteroid				
Unigene19738_All	−0.1	4.6	4.6	cytochrome P450, putative [*Ricinus communis*]
Unigene33085_All	9.7	12.8	14.1	cytochrome P450, putative [*Ricinus communis*]
CL1502.Contig3_All	3.9	4.1	3.4	wall-associated receptor kinase-like 1-like [*Vitis vinifera*]
CL7113.Contig3_All	3.9	4.6	3.8	wall-associated receptor kinase-like 9-like [*Vitis vinifera*]
CL8664.Contig1_All	15.2	14.7	13.5	xyloglucan endotransglycosylase [*Cucumis sativus*]

Ethylene has been reported to participate in a wide range of cellular and developmental processes, and in both abiotic and biotic stress responses [49, 50]. The molecular mechanisms underlying perception and transduction of the ethylene signal and activation of hundreds of relevant genes have been extensively studied [51]. Ethylene signaling has been implicated in the cold stress response [52–55], but different studies have attributed it with either positive or negative effects. For example, the positive role of ethylene in cold stress was demonstrated in rice [52], tomato [53], winter rye [54] and *A. thaliana* [56], but Shi et al. [57] reported that ethylene signaling negatively influences freezing tolerance by repressing the expression of *CBF* and type-A *ARR* genes. The discrepancy may reflect differences in the species studied or to the growth conditions of the tissues used for the study [56]. In our study, we observed that the expression an ACC synthase gene (*ACS*, CL4785.Contig1_All) was repressed following cold stress. ACS is involved in ethylene synthesis and so its down-regulation may lead to reduced ethylene production (Fig. 10, Table 5). This result is consistent with an earlier study [52] and prompts us to propose that ethylene may be possibly a negative regulator of cold responses in trifoliate orange.

In addition to ABA and ethylene, other hormones may also play a role in cold stress response. The role of the growth-related hormone GA in the response to abiotic stress is becoming increasingly elucidated [58]. For example, DELLA proteins have been shown to suppress GA signaling and can promote GA degradation via the ubiquitin-proteasome [59]. Accordingly, exposure of *A. thaliana* seedlings to cold stress promoted DELLA accumulation and resulted in DELLA-mediated growth restriction [60]. We observed that the expression of a unigene (Unigene17855_All) encoding a DELLA protein was up-regulated, suggesting that degradation of GA may be expedited by cold stress. In this regard, the cold-exposed plants may slow their growth in order to conserve energy for adapting to the adverse environments. 

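Unigene17855_All, annotated as a DELLA protein, which restrains gibberellin responses, rose at 24 and 72 h. It had 11, 28, 105 and 56 reads at 0, 6, 24 and 72 h, with log2 ratios of 3.11 (95% interval 2.21 to 4.15) at 24 h and 2.27 (1.32 to 3.35) at 72 h. Unigene30114_All, similar to the DELLA protein SLR1, had 18, 54, 133 and 83 reads and 2.13 (1.38 to 2.95). Other members differed. Unigene15719_All, annotated as a DELLA domain protein and named after its values were seen, had 1069, 922, 789 and 397 reads and fell at 72 h (-1.51 (-1.68 to -1.34)), and Unigene21585_All, similar to the DELLA protein GAI and also named after its values were seen, had 398, 453, 729 and 777 reads and no call. Of 34 unigenes annotated as DELLA or other GRAS proteins, 7 rose and 1 fell at 24 h, and 10 rose and 4 fell at 72 h. Unigene7065_All, a gibberellin 2-oxidase, which inactivates gibberellins, had 0, 2, 11 and 34 reads and was at least 10.7-fold higher at 72 h. The median log2 ratio of the 29 gibberellin and DELLA genes at 72 h was 0.41, at the 89.3rd percentile of 10000 matched random lists.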

Taken together, these results suggest that diverse hormonal signals are involved in responses and the expression modulation of large numbers of downstream genes.

### ROS-mediated signals associated with cold response

ROS produced during abiotic stresses are known to be toxic to cellular functions when they accumulate to high levels; however, there is increasing evidence that at low levels ROS can mediate an array of signals [34]. Inhibition of photosynthesis is a significant cause of ROS production [35]. In this work, ‘photosynthesis-antenna proteins’ and ‘photosynthesis’ are two major GO terms that were associated with substantial change in transcript levels in response to cold stress. 

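Calls in the photosynthesis groups were few at 6 and 24 h. At 6 h, 1 of 17 chlorophyll a/b-binding proteins rose and 1 fell, and none of 35 photosystem and cytochrome b6-f subunits passed the test (1 fell when adjusted over the list alone). At 24 h, 1 of 15 rose and 2 fell in the first group (1 and 3 when adjusted over the list alone), and 2 of 35 fell in the second. The median log2 ratios at 24 h were -0.56 and -0.48, at the 0.16th and 0.08th percentiles of 10000 matched random lists. Those of Calvin cycle enzymes and plastid ribosomal proteins, with no call at 24 h, were -0.53 and -0.38, at the 0.55th and 0.99th percentiles. Summed RPM at 72 h were 0.683-fold for the chlorophyll a/b-binding proteins and 0.539-fold for the photosystem and cytochrome b6-f subunits. Of 26 Calvin cycle enzymes 2 fell at 72 h, both annotated as sedoheptulose bisphosphatase. Those calls ended with TMM or DESeq2 factors and with an assumed coefficient of variation of 0.2, under which none of the enzymes passed. Unigene15812_All, the more abundant of them, had 645, 687, 479 and 304 reads at 0, 6, 24 and 72 h and a log2 ratio of -1.16 (95% interval -1.36 to -0.96).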

Interestingly, transcript levels of genes involved in these pathways were decreased after exposure to the cold treatment indicating the photosynthetic capacity of *P. trifoliata* was inhibited, in turn leading to ROS accumulation. 

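The median log2 ratio of photosystem and cytochrome b6-f subunits at 72 h was -0.80, at the 0.78th percentile of 10000 random lists matched on mean expression, and that of chlorophyll a/b-binding proteins was -1.18. With TMM factors the medians were -0.54 and -0.92. Plastid ribosomal proteins had a median of -0.80, at the 0.72nd percentile. Among them, Unigene4464_All, ribosomal protein L5, had 255, 226, 178 and 92 reads at 0, 6, 24 and 72 h and a log2 ratio of -1.55 (95% interval -1.91 to -1.20), and CL7836.Contig1_All, ribosomal protein L21, -1.42 (-1.84 to -1.02). Photosynthesis and ROS levels were not measured in these files.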

The ROS signal is thought to be sensed by yet unidentified receptor proteins or redox-sensitive TFs, such as Hsfs [61]. In our study, two Hsf unigenes (Unigene12132_All, CL9882.Contig2_All) were differentially expressed in response to cold, but their potential roles in ROS signal sensing remain to be investigated. In addition, ROS signals are transduced to downstream targets by either a MAPK cascade or the action of TFs, such as zinc finger proteins (ZFPs), WRKYs and multiprotein bridging factor 1c (MBF1c) [62]. We observed in our study that the transcript levels of a MAPK (CL8004.Contig1_All) and two MAPKKKs (Unigene25596_All, CL3174.Contig_All) were up-regulated by the cold treatment, as were those corresponding to unigenes encoding several ZFP and WRKY proteins. We hypothesize that different components of the ROS signal transduction pathway are involved in mediating the cold stress response, and our dataset has revealed some potential candidates.

### Transcription factors involved in cold stress response

Numerous families of TFs are known to orchestrate the signals that are transduced when plants are challenged with various abiotic stresses, including the MYB, AP2/EREBP, WRKY, NAC, MYC and bHLH families, and individual members have been revealed to promote or suppress abiotic stress responses [63, 64]. 

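Of the 59 different unigenes in the study's list of transcription factors, 55 rose at 6, 24 or 72 h. The unigene that fell was a DREB3-like factor, Unigene23294_All. Those without a call were CL5017.Contig1_All and CL5017.Contig2_All, both similar to DREB3, with at most 3 reads in any library, and Unigene36912_All, which the binomial test did not call.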

In the current study, 54 putative TFs were found to be induced either at a given time point or during the whole course of the cold treatment. 

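AP2/ERF factors had the most rises among the lists of transcription factor families. The summed RPM of the list fixed from annotation were 4.70-fold higher at 6 h, 4.92-fold at 24 h and 4.45-fold at 72 h. Unigene30404_All, an AP2/ERF factor with 2, 3, 5 and 70 reads at 0, 6, 24 and 72 h, had a late rise with a log2 ratio of 5.05 (95% interval 3.14 to 8.13). Unigene14639_All, an ethylene-responsive element-binding protein, had log2 ratios of 4.53, 5.57 and 4.77 (4.49 to 5.07).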

The largest group of the cold-inducible TFs belonged to the AP2/ERF family and was composed of 26 members. Of these, three unigenes (Unigene5199, Unigene14645 and Unigene36912) were annotated as *CBF/DREB* genes, which have been shown to play important roles in cold acclimation leading to freezing tolerance [5]. 

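Of these 3 unigenes, Unigene14645_All carried most of the reads and was the only one to rise at each time. Unigene5199_All and Unigene36912_All had most of their few reads at 24 h and none at 0 h. The 15 reads of Unigene36912_All at 24 h did not pass the binomial test over all unigenes.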

Our results therefore suggest that the CBF pathway is conserved in trifoliate orange responses to the cold stress. 

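Among dehydrin, COR and LEA genes, some rose and others did not pass the test. Whether they are targets of CBF factors in this species was not tested, and other possible targets were not gathered here. Unigene21868_All, a dehydrin, had 2396, 3009, 9759 and 23885 reads at 0, 6, 24 and 72 h and log2 ratios of 1.88 at 24 h and 3.24 (95% interval 3.18 to 3.30) at 72 h. Unigene21448_All, a late embryogenesis abundant protein, had 37, 44, 115 and 173 reads and 2.15 (1.63 to 2.70). Of 8 unigenes on the fixed list of dehydrin, COR and LEA proteins, 2 rose and none fell at 72 h, with a median log2 ratio of 0.00 at the 79.7th percentile of 10000 matched random lists. Unigene12514_All, the LEA protein with the most reads and named after its values were seen, did not pass, with 16600, 20728, 19993 and 17476 reads.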

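All 8 NAC, bHLH, WRKY and ERF factors named in the Discussion rose at 24 h, 2 at 6 h and 5 at 72 h. Unigene7546_All, a NAC factor, had 6, 15, 63 and 38 reads at 0, 6, 24 and 72 h and a log2 ratio of 3.24 (95% interval 2.04 to 4.74) at 24 h. CL6682.Contig4_All, of the same family by the paper, had 1, 5, 38 and 16 reads and 5.10 (2.53 to 10.44), and passed at 72 h with TMM and DESeq2 factors but not with library totals. Unigene22237_All, a bHLH factor by the paper, had 2, 15, 41 and 15 reads and 4.21 (2.26 to 7.30), and CL6722.Contig1_All had 3.43 (2.64 to 4.33). Unigene5506_All, a WRKY factor, had 1.93 (1.57 to 2.31). The study selected these 8 unigenes on these samples.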

We also noticed that the cold stress induced the expression of TFs in the NAC (CL6682.Contig4, Unigene7546), bHLH (CL6722.Contig1, Unigene22237, Unigene8451), WRKY (Unigene5506, Unigene178), and ERF (Unigene20110) families. Earlier studies have shown that members of these families function in cold tolerance [65], but whether they work, independently or synergistically, to promote cold tolerance of trifoliate orange remains to be determined.

### Polyamine biosynthetic genes implicate in cold response

Upon exposure to various abiotic stresses, plants accumulate various metabolites that are thus considered as potential indices indicating the magnitude of stress tolerance [66]. As an example, polyamines (PAs) are viewed as important stress-related metabolites that can function to reduce damage associated with adverse environmental cues. The polyamines, being polycationic, stabilize cellular membranes through binding to anions or act as critical protective metabolites by mitigating osmotic stress [67]. A number of earlier studies reported that PA biosynthetic genes are up-regulated by cold conditions; and overexpression of these biosynthetic genes can confer cold tolerance [24]. 

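Apart from *ADC* and *SAMDC*, no unigene on the fixed list of polyamine synthesis passed the test at 24 or 72 h. Unigene19845_All, similar to spermidine synthase, had 18, 31, 30 and 51 reads at 0, 6, 24 and 72 h and a log2 ratio of 1.42 (95% interval 0.62 to 2.29) at 72 h, which did not pass over all unigenes. It was named after its values were seen. With TMM factors 3 members of the list were higher at 72 h.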

In this study, we detected a change in the mRNA levels of annotated polyamine biosynthetic genes in response to cold stress, including *ADC* (Unigene25843_All) and *SAMDC* (Unigene20820_All), which encode two rate-limiting enzymes in the synthesis of putrescine, spermidine and spermine, respectively. The up-regulation of *ADC* gene coincides with the increase in the putrescine level in the cold-treated samples. However, *SAMDC* gene induction was not accompanied by a concurrent elevation of spermidine and spermine. These data suggest that synthesis of putrescine might be promoted, which may provide the plants to combat the cold stress.

## Conclusions

In this study, a *P. trifoliata* transcriptome dataset comprising 77,292 predicted transcripts was generated by high-throughput sequencing and dynamic changes in gene expression under cold treatments were observed. A large number of cold-responsive genes were revealed, including those encoding TFs, ROS and hormone signaling elements, and enzymes associated with the synthesis of protective metabolites. The transcriptome and digital expression profiling of *P. trifoliata* provide a valuable resource for functional evaluation of the cold-responsive genes, which are assumed to hold great potential for genetic engineering of cold tolerance.

## Methods

### Plant materials and stress treatments

Three-month-old trifoliate orange (*Poncirus trifoliata* (L.) Raf.) seedlings were collected from an experimental nursery at Huazhong Agricultural University. The plants were carefully and extensively washed and placed in glass beakers of tap water and kept for 5 d at 25 °C in a growth chamber. In order to promote the expression of stress-responsive genes, the seedlings were treated with different stresses, including cold, high salinity, and drought. For the cold treatment, the plants were placed at 4 °C and the leaves were harvested immediately (0 h time point) or after 6, 24 or 72 h. The salinity treatment was applied by placing the seedlings in 200 mM NaCl solution for same time periods as the cold treatment. For the drought treatment, the seedlings were placed on filter paper and dehydrated at ambient room temperature and the whole plants were collected at 0, 0.5, 3, and 6 h. For each time point, at least 20 seedlings were used, and the collected samples were immediately frozen in liquid nitrogen after sampling and stored at −80 °C until use for further use. In addition, a new set of seedlings were treated at 4 °C for 0, 6, 24 or 72 h; the leaves were sampled for analysis of expression patterns of several genes involved in hormone metabolism and signal transduction.

### RNA extraction

Total RNA was extracted using an RNAiso Plus kit (TaKaRa, Dalian, China) according to the manufacturer's instructions. The concentration and quality of total RNA was evaluated with a NanoDrop^TM^ 2000 UV–vis Spectrophotometer (Thermo Scientific, Waltham, MA, USA). For transcriptome sequencing, equal amount of total RNA from the stress-treated samples were pooled.

### cDNA library construction and RNA-sequencing

The pooled cDNA library was constructed using an mRNA-Seq assay for paired-end transcriptome sequencing. In brief, poly(A) mRNA was enriched from 20 μg of total RNA using oligo(dT) magnetic beads, and sheared into short fragments (200–700 bp) with fragmentation buffer. The short mRNA fragments were synthesized into double-strand cDNAs using random hexamer primers, and purified with a QiaQuick PCR Purification Kit (Qiagen, CA, USA). Then cDNAs were washed with EB buffer (10 mM Tris–HCl, pH 8.5) for end-repairing and poly(A) addition. Illumina paired-end sequencing adapters were then ligated to the ends of the 3′-adenylated cDNA fragments. Agarose gel electrophoresis was carried out to select fragments of a suitable size that was enriched by PCR amplification to construct the cDNA library. The library was sequenced by BGI (Shenzhen, China) on an Illumina HiSeq^™^ 2000 platform.

### Bioinformatics analysis of the transcriptome

Raw reads generated by the Hiseq^TM^ 2000 were filtered to remove low quality reads (reads containing more than 50 % bases with Q-value ≤20), adaptor-containing reads, and reads containing more than 5 % ambiguous nucleotides. After the preprocessing, >5 Gb filtered short reads, termed ‘clean reads’, were obtained. These were then *de novo* assembled using Trinity to generate a collection of non-redundant unigenes. To this end, the reads with overlapping sequences were merged to generate longer contiguous sequences (contigs), and the reads were then mapped back to the contigs. The relation and distance among these contigs were determined based on paired-end reads, which enabled the detection of contigs from the same transcripts as well as the distances between these contigs. The contigs were then assembled using Trinity to identify the sequences without end extension, which were defined as unigenes. TIGR Gene Indices clustering tools (TGICL) [68] was used to eliminate redundancy and further assemble the unigenes. The unigenes displaying >70 % sequence similarity were grouped into a cluster and the prefix CL was assigned to each cluster, while those from the other group was considered as singletons with the prefix unigene.

All non-redundant transcripts were subjected to BLASTx alignment (*E*-value < 10^−5^) against public protein databases, including Nr, Swiss-Prot, KEGG and COG. The assembled unigenes were annotated using Blast2GO to generate GO terms according to molecular function, biological process and cellular component, based on the best BLASTx hit from the NR database. Unigenes without an annotation were analyzed by ESTScan to predict coding regions and sequence direction. Metabolic pathways of the unigenes were determined according to Kyoto Encyclopedia of Genes and Genomes (KEGG) database [69].

### Analysis and mapping of DEG reads

Four cDNA libraries from trifoliate orange treated with cold for 0, 6, 24, and 72 h were sequenced and the raw data were processed as described above. The short cleaned reads were mapped to the assembled unigenes using SOAPaligner/soap2 software. The read counts, indicating unigene expression, in different libraries were normalized as RPKM (reads per kilobase per million mapped reads) as described by Mortazavi et al. [70]. Differentially expressed genes (DEGs) were identified using the R package. The DEGs were also annotated using the GO database, and the numbers of DEGs in each GO term were calculated. KEGG pathway analysis of the DEGs was also performed to identify the associated biochemical and signal transduction pathways. The data of this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under an accession number GSE67439 and are accessible through GEO Series (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67439).

### Quantitative real-time RT-PCR analysis

Quantitative real-time RT-PCR (qPCR) was performed with a Roche LightCycler 480 Real-Time System (Roche, Switzerland) to examine expression patterns of the selected unigenes. Each reaction contained 5 μl of 2x QuantiFast SYBR Green PCR Master Mix (Qiagen, Hilden, Germany), 1 μl of cDNA, and 1 μM of gene-specific primers in a final volume of 10 μl. The PCR reactions were performed under the following conditions: 95 °C for 5 min, followed by 45 cycles of 95 °C for 15 s, 58 °C for 20 s and 72 °C for 20 s. Relative expression levels of each gene were calculated using the 2^-ΔΔCt^ algorithm by normalizing to expression of expression of the *P. trifoliata Actin* gene, which was used as an internal control. Four technical replicates were used for each sample and the data are shown as means ± standard errors (SE) (n = 3). The source of variation resulted from the technical errors, such as operational approach, equipment and reagent. The primer sequences used for qPCR are listed in Additional file 9.

### Quantification of free PAs by high-performance liquid chromatography (HPLC)

Free polyamines were measured as described by Fu et al. [71] with some modifications. Briefly, leaf samples were ground into powder in liquid nitrogen with a pestle and mortar and ~0.1 g of powder was homogenized in 1 ml 5 % pre-cooled perchloric acid (PCA) containing 0.5 g/L dithiothreitol (DTT), and kept on ice for 30 min, followed by centrifugation at 13,400 × g for 15 min at 4 °C. This extraction was then repeated, and the supernatants were combined, and 1 ml was mixed with 50 μl of 1 M hexamethylene diamine, 1 ml of 2 M NaOH and 10 μl of benzoyl chloride. The mixture was vortexed for 30 s and placed in a water bath for 30 min. Subsequently, 2 ml of saturated NaCl and 2 ml of diethyl ether were added to the mixture and mixed well by vortexing before centrifugation at 6900 × g for 5 min. One ml of the supernatant was dried in a concentrator (Labconco, USA) and dissolved in 500 μl of methanol (Fisher, USA). The solution was filtered through 0.22 μm filter membrane and 20 μl was analyzed using an Agilent 1200 HPLC system (USA). The polyamines were determined in triplicate.

## Additional files

Additional file 1:
**KEGG mapping of the** ***P. trifoliata*** **transcriptome (XLSX).**
Additional file 2:
**Differentially expressed genes (DEGs) between the cold treatment (6 h, 24 h and 72 h) and control (0 h, untreated plants).** RPKM: reads per kilobase per million mapped reads. FDR: false discovery rate (XLSX). Additional file 3:
**Saturation evaluation of different gene expressions (A) and output of cleaned reads (B) (PDF).**
Additional file 4:
**Scatter diagram showing the distribution of up-regulated differentially expressed genes (DEGs) in red and down-regulated DEGs in green (PDF).**
Additional file 5:
**Significantly enriched GO terms amongst the differentially expressed genes (XLSX).**
Additional file 6:
**List of 60 differentially expressed genes (DEGs) encoding transcription factors (XLSX).**
Additional file 7:
**Differentially expressed genes (DEGs) encoding protein kinases and DEGs involved in phytohormone metabolism and signaling transduction pathway (XLSX).**
Additional file 8:
**A list of some of the important differentially expressed genes (DEGs) involved in photosynthesis, ROS and Ca** ^**2+**^ **-mediated signal transduction (PDF).**
Additional file 9:
**Primers used for qPCR analysis (PDF).**

## Abbreviations

ACS: Aminocyclopropane carboxylic acid (ACC) synthase
ADC: Arginine decarboxylase
CA: Cold acclimation
CBF: C-repeat (CRT)-binding factor
CDSs: Coding sequences
COG: Clusters of orthologous groups
COR: Cold-regulated
DEGs: Differentially expressed genes
DREB1: Dehydration-responsive element-binding factors 1
FPKM: Fragments per kb per million fragments
GO: Gene ontology
HPLC: High-performance liquid chromatography
KEGG: Kyoto encyclopedia of genes and genomes
MAPK: Mitogen-activated protein kinase
qPCR: Quantitative real-time RT-PCR
ODC: Ornithine decarboxylase
ROS: Reactive oxygen species
SAMDC: *S*-adenosylmethionine decarboxylase
SPDS: Spermidine synthase
SPMS: Spermine synthase
TF: Transcription factor

# Supplementary material for: Deep sequencing-based characterization of transcriptome of trifoliate orange (Poncirus trifoliata (L.) Raf.) in response to cold stress
**Source:** BMC Genomics. 2015 Jul 29;16(1):555. doi: 10.1186/s12864-015-1629-7
**Supplement:** Additional file 8: — A list of some of the important differentially expressed genes (DEGs) involved in photosynthesis, ROS and Ca 2+ -mediated signal transduction

Additional file 9. A list of some of the important differentially expressed genes.

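Additional file 8 pairs each unigene with a fold change against 0 h on the log2 scale, made by the authors from RPKM with 0 replaced by 0.001. Of its 21 unigenes, 3 rose and 1 fell at 6 h, 11 rose and 4 fell at 24 h, and 11 rose and 9 fell at 72 h in the binomial test. The rises at 72 h were calcium-regulated kinases, heat shock factors and the MBF1c unigene, and the falls were photosynthesis genes. The file was assembled from these libraries by the study, so these tallies are not independent evidence.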

Gene ID	Gene description	Fold change		
		6h vs. 0h	24h vs. 0h	72h vs. 0h
Photosynthesis-related genes				
Unigene12186_All	Chlorophyll A/B binding protein	0.28	-0.35	-1.12
Unigene4387_All	Chlorophyll A/B binding protein	-0.08	-0.50	-1.20
Unigene12405_All	Chlorophyll a-b binding protein	-0.19	-0.65	-1.02
Unigene18912_All	Chlorophyll A/B binding protein	-0.14	-0.60	-1.22
CL216.Contig1_All	Chlorophyll A/B binding protein	-0.19	-1.06	-1.15
CL9248.Contig2_All	Chloroplast pigment-binding protein CP24	-1.66	-2.97	-6.60
Unigene1165_All	Cytochrome b6-f complex iron-sulfur subunit	-1.74	-3.61	-4.54
Unigene28504_All	PSI reaction center subunit II	-0.28	-1.08	-1.81
Unigene14933_All	Photosystem II oxygen-evolving enhancer protein	0.10	-0.71	-2.07
ROS signal transduction				
Unigene12132_All	Heat shock DNA binding protein	1.71	3.78	4.45
CL9882.Contig2_All	HSF domain class transcription factor	1.34	1.74	2.75
CL8980.Contig1_All	Multiprotein-bridging factor 1c	-0.37	0.78	1.54
Ca ²⁺ signal transduction				
CL9078.Contig2_All	Calcium-dependent protein kinase	3.08	4.37	4.31
CL4696.Contig2_All	Calcium-dependent protein kinase	3.70	3.60	3.21
Unigene5810_All	Calcium-dependent protein kinase CDPK1	0.76	2.39	2.36
CL653.Contig20_All	Calcium-dependent protein kinase	0.72	2.22	2.40
Unigene22833_All	Calmodulin-binding protein	3.03	2.97	1.14
Unigene25450_All	CBL-interacting serine/threonine-protein kinase	0.72	2.58	2.27
Unigene26697_All	CBL-interacting protein kinase 9	0.42	1.36	1.01
Unigene14626_All	CBL-interacting serine/threonine-protein kinase	0.03	1.36	2.64
CL3238.Contig1_All	CBL-interacting protein kinase 4	1.80	2.77	3.25

How the deposited data were processed for this re-analysis (not part of the article)

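Trifoliate orange seedlings 3 months old were precultured for 5 days and then kept at 4 °C, and leaves were taken after 0, 6, 24 and 72 h. The paper gives at least 20 seedlings per time. RNA of each time gave 1 leaf library, and RNA of root, stem and leaf from seedlings under cold, salt (200 mM NaCl) or drought gave 1 pooled library. Each library is a single sample of its kind, so no comparison has a measure of variation between plants.

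The authors removed reads with adaptors, ambiguous bases or low quality. They assembled the pooled library with Trinity and TGICL into unigenes, and annotated these by BLASTx and Blast2GO. For the pooled library the authors deposited a fragment count and an FPKM value per unigene, the FPKM being scaled by unigene length and by assigned fragments. For each leaf library the authors mapped clean reads to the unigenes with SOAPaligner and deposited the count of uniquely matched reads. The deposited RPKM is that count scaled by unigene length and by the uniquely matched reads of the library. The deposited coverage is the percent of a unigene's length that reads covered. The authors selected genes by thresholds on the false discovery rate and on the log2 ratio of RPKM. The methods name an R package in general and no test. Alignment was not repeated, and no genome sequence was used here.

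It was checked that the counts of each leaf library sum to the total in its file heading and that the deposited RPKM follows from count, length and total. A unigene without a read is not listed in the leaf files and was given 0 reads. In the pooled file 1 line held only the end of the previous unigene's annotation and was left out, so that the annotation of that unigene is incomplete. All 49622 unigenes seen in leaf are listed for the pooled library. The counts were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

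Each later time was compared with 0 h, and the later times with each other. The test was an exact two-sided binomial test, with p as 2 times the smaller tail, on the reads of a unigene against the library totals. It was adjusted by Benjamini-Hochberg over the unigenes with at least 1 read in either library. A unigene was called at an adjusted p under 0.001 and a log2 ratio of RPKM of at least 1 in size, with 0 reads replaced by 3 reads for the ratio. Ratios carry exact 95% Clopper-Pearson intervals, which hold counting error only. Where 1 count is 0, the ratio is computed against 3 reads and given as "at least". It leaves out the counting error of the other count, so the exact 95% limit can be lower. Where both counts are at most 3 no ratio is given.

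Depth and the size limit set what can be called. The test was tried on simulated data with the depths of the 72 h and 0 h libraries, 49622 unigenes and 200 seeded changes. The means were those over the 4 libraries, and changes were seeded only in unigenes with at least 10 expected reads at 0 h. Reads were drawn with counting error alone, so the trial does not show how often variation between libraries gives calls. The test called 10 of 67 unigenes changed 2-fold, 37 of 67 changed 4-fold and 49 of 66 changed 8-fold, and no unchanged unigene. Among those with at least 100 reads, it called 10 of 32, 24 of 24 and 40 of 40. A 2-fold change lies on the size limit, and the median log2 ratio found for it was 0.97. Its low share of calls therefore does not reflect depth alone. The counting interval held the simulated ratio for 96.3% of 16670 unigenes.

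The alternatives were TMM factors (1.08, 1.01, 1.01 and 0.903 for 0, 6, 24 and 72 h), DESeq2 size factors (1.01, 1.06, 1.09 and 0.903) and a minimum of 10 reads over the 2 libraries. Others were the Audic-Claverie test, edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.2 or 0.4, 0 reads set to an RPKM of 0.001, and a pseudocount of 1 read for the ratios of named unigenes. For the pooled library they were a length of at least 500 bp, at least 10 fragments, and conversion to TPM. Summing the contigs of a cluster was added after the data were seen.

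The 38 gene lists were matched to annotation text by fixed patterns. They were chlorophyll a/b-binding proteins, photosystem and cytochrome b6-f subunits, Calvin cycle enzymes, plastid ribosomal proteins, cytosolic ribosomal proteins, CBF/DREB factors, and dehydrin, COR and LEA proteins. Others were galactinol and raffinose synthesis, starch breakdown, heat shock proteins, the AP2/ERF, WRKY, NAC, MYB and bHLH factors, and the jasmonate, abscisic acid, ethylene, gibberellin and DELLA, and auxin lists. Further lists were polyamine synthesis, calcium sensors and kinases, receptor-like kinases, xyloglucan and expansin, phenylpropanoid and flavonoid synthesis, terpene synthases, reactive oxygen scavengers, cell cycle and histones, and the circadian clock. The last were glycine-rich RNA-binding and cold shock proteins, lipid desaturases, aquaporins, transposable elements, root markers, xylem and stem markers, organelle-encoded transcripts, reference genes and other organisms. For each list the calls of its members were counted, also with p adjusted over the list alone. The counts were set against the number expected from the share of calls among tested unigenes with an Nr match. The median log2 ratio of members with at least 10 reads was ranked among 10000 random lists matched on mean expression. Contigs of 1 gene are not independent, so no p is given for a list.

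Unigenes were named by a rule. It took each unigene the paper names in its text, Table 5, Fig. 7, Fig. 9 and Additional file 8. For each time it took 6 annotated unigenes called in each direction, those with the largest lower bound of the ratio. For each list it took up to 4 called members with the largest log2 ratio in size at 72 h, or 2 members with the most reads where none was called. The rule named 272 unigenes. Values in Table 5 and in Additional files 2, 6, 7 and 8 had been seen before the rule was written, and a unigene outside the rule is said to be chosen after its values were seen. Measurements by qPCR and of physiology were not analysed here.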

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

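The tests of transposable elements, of unigene length, of the 0 h library and of the time of day were chosen after the result was seen, and the others before.

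A signal outside the genes that the paper discusses was found in 575 unigenes with 0 reads at 0 h that were higher at 72 h, above the limit a count of 0 allows. If the 72 h library alone held other material, they would be nearly absent at 24 h, but their median RPM at 24 h was 45.5% of that at 72 h (3.18 and 6.99), and 565 had a read at 24 h. Transposable elements that became active make up 2.35% of the 255 with a match in Nr, so they account for few of that part. The other 320 (55.7%) have no match in Nr for the annotation search to reach, so for them this explanation remains open. Splitting of reads among near-identical contigs, differences between plants and a response to the cold remain open and were not tested apart.

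The middle of the library moved down at 72 h, with a median log2 ratio of -0.37 over 10051 unigenes with at least 50 reads. The 10 unigenes with the largest gain held 1.93% of the reads at 0 h and 10.3% at 72 h, and without them in the totals the median was -0.25, so they account for part of the shift and not for all of it. A loss of reads from long unigenes would lower them most, but the longest eighth lay only -0.20 from the shortest, and the lowest median, -0.47, was found in a middle eighth. All unigenes called higher held 5.61% of the reads at 0 h and 30.0% at 72 h, and those called lower 20.3% and 7.25%. A broad gain in reads by many unigenes, and a lower yield of the rest, remain open.

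The calls against 0 h all rest on 1 library. If a 0 h library that stood apart from the other 3 were the whole cause, the unigenes called at 72 h would go either way from 6 to 24 h, a comparison that uses neither library, but 92.3% of those called higher went up and 87.4% of those called lower went down (48.8% of all unigenes went up). Leaves at 6 h were taken at another time of day than those at 0, 24 and 72 h. If the time of day were the whole cause, the unigenes called at 6 h would return by 24 h, at the time of day of 0 h, but their median log2 ratio from 6 to 24 h was 0.59 further in the direction of the call. A part played by the 0 h library or the time of day, and differences between the plants of each time, remain open, since no time has a second library.

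Other signals lay outside the genes that the paper discusses. Unigene14815_All, annotated as a hypothetical protein, had 105193 reads at 72 h, after 30243 at 0 h, 33901 at 6 h and 50600 at 24 h. Whether its reads come from messenger RNA could not be tested without sequences. Unigene4346_All, annotated as an ORF and similar to ARG2, had 49992 reads at 72 h, after 1300 at 0 h, with a log2 ratio of 5.19 (5.11 to 5.27). Summed RPM of the starch breakdown list were 8.45-fold higher at 72 h than at 0 h. For galactinol and raffinose synthesis the sum was 24.3-fold higher. In each list 1 unigene carried most of this, CL4943.Contig5_All with 20100 of 22352 reads at 72 h and CL3435.Contig2_All with 5052 of 5471, and without them the sums were 1.43-fold and 1.92-fold higher.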

How the results depend on the processing

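Summing the contigs of a cluster was chosen after the data were seen, and all other alternatives before. No alternative reversed a summary count or the log2 ratio of a named unigene, but the balance of rises and falls turned in some groups. At 72 h it turned with TMM and DESeq2 factors for ABA synthesis and signalling, aquaporins, PP2C phosphatases and JAZ or TIFY proteins. With TMM it also turned at 72 h for chlorophyll binding. With a BCV of 0.2 it turned at 72 h for the ABA list, PP2C phosphatases and phenylpropanoid and flavonoid synthesis. With a BCV of 0.4 it turned at 72 h for auxin response and for cell cycle and histones. At 24 h it turned for auxin response with both factors and a BCV of 0.2, for cell cycle and histones with that BCV, and for the terms translation and structural constituent of ribosome with TMM, and at 6 h for transposable elements with a BCV of 0.2. The Audic-Claverie test, a minimum of 10 reads and 0 reads set to an RPKM of 0.001 kept each of 15 summary counts within 1.5 times its value, and so did summing the contigs of a cluster for the 2 counts at 72 h. The log2 ratios of named unigenes, 779 in all, kept direction and side of the threshold in 735 cases with TMM factors (23 lost a call, 9 gained one and 12 moved without a test), in 758 with DESeq2 factors (16, 4 and 1) and in all 779 with a pseudocount of 1 read. Of the remaining counts, 22 of 140 moved with TMM factors, 13 of 140 with DESeq2 factors 3 of 138 each with the Audic-Claverie test and the minimum of 10 reads, 103 of 138 with a BCV of 0.2 and 136 of 138 with a BCV of 0.4.

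TMM factors gave 1473 unigenes lower at 72 h than at 0 h and 297 lower than at 24 h. DESeq2 factors gave 1518 and 259, and 866 lower at 72 h than at 6 h. These factors raise every log2 ratio at 72 h, which by construction removes falls near the size limit. With an assumed BCV of 0.2, edgeR gave 151 higher and 5 lower at 6 h, 691 and 83 at 24 h, and 1307 and 429 at 72 h against 0 h. Between later times it gave 83 and 5 from 6 to 24 h, 582 and 153 from 6 to 72 h, and 67 and 4 from 24 to 72 h, with 1914 called at any time and 112 at all 3. With a BCV of 0.4 it gave 18 and 0 at 6 h, 57 and 1 at 24 h, 147 and 8 at 72 h, 1 and 0 from 6 to 24 h, 21 and 0 from 6 to 72 h, and 0 and 0 from 24 to 72 h. At that BCV 170 were called at any time and 9 at all 3, and 10 of 37 lists had more members higher than lower at 72 h, where 23 had with counting error alone. A larger assumed variation widens the test by construction, and which BCV holds for such libraries was not tested.

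In the pooled library, FPKM was under 1 for 54.4% of unigenes of at least 500 bp, 12.7% of those with at least 10 fragments and 35.9% after conversion to TPM. The shares under 10 were 82.3%, 76.8% and 83.3%, and those over 100 were 2.30%, 2.49% and 1.83%. A minimum of 500 bp left 48256 unigenes. Filters change these shares through the unigenes left in, and the cause of other movements was not tested. No paired analysis was possible because each time has 1 library. Depth limits calls of unigenes with few reads. Simulated 4-fold changes were called for 24 of 24 unigenes with at least 100 reads. They were called for 37 of 67 seeded unigenes in all, each with at least 10 expected reads at 0 h.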

Differences from the paper's values

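No test in this part was chosen after its result was seen.

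From 6 to 72 h, 1783 unigenes were higher, where the paper shows about 630 in Fig. 6, read by eye. Of the alternatives set before the data were examined, the assumed BCV of 0.2 no longer differs (582), and TMM factors (2099), DESeq2 factors (2271), the minimum of 10 reads (1907), the Audic-Claverie test (1887), the BCV of 0.4 (21) and zeros at RPKM 0.001 (1783) still differ. In the same comparison 1464 were lower, where the paper shows about 570 in Fig. 6, read by eye. All alternatives still differ, with 1006 for TMM, 866 for DESeq2, 1591 for the minimum of 10 reads, 1549 for Audic-Claverie, 153 and 0 for the BCV of 0.2 and 0.4, and 1464 for zeros at RPKM 0.001. The values read by eye from Fig. 6 for 6 to 72 h lie near the Audic-Claverie counts from 24 to 72 h, 627 and 566. The thresholds are the paper's.

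Tallied over the 60 entries of Additional file 6, families of transcription factors other than AP2/ERF had larger shares than the paper's text gives. WRKY factors made up 15.0% (the paper's value is 1.7%), NAC factors 13.3% (the paper's 1.5%), zinc finger proteins 6.67% (the paper's 0.7%), MYB factors 5.0% (the paper's 0.7%) and bHLH factors 6.67% (the paper's 0.7%). The gaps nearly close if the paper's values for these 5 families are taken times 10, while its share for AP2/ERF factors, 46.7% here, needs no such step. No alternative applies to a tally.

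Of 101 ratios in the text and Table 5 that could be compared on a log2 scale, 4 differed. The column that the paper labels as fold change holds log2 ratios, with zeros at RPKM 0.001. For Unigene17827_All at 24 h the log2 ratio was 3.82 (the paper's 3.6), and TMM (3.92), DESeq2 (3.85) and a pseudocount of 1 read (3.44) still differ. For Unigene25909_All at 24 h it was 2.25 (the paper's 2.3), and TMM (2.34) and DESeq2 (2.28) no longer differ, while the pseudocount (2.23) does. For CL9773.Contig2_All at 72 h it was 6.26 (the paper's 6.2), and TMM (6.52), DESeq2 (6.50) and the pseudocount (5.28) still differ. For Unigene19738_All at 24 h it was 4.24 (the paper's 4.6), and TMM (4.34), DESeq2 (4.28) and the pseudocount (3.31) still differ. Of 63 ratios in Additional file 8 one differed: for Unigene12186_All at 72 h it was -1.16 (the paper's -1.12), and TMM (-0.90), DESeq2 (-0.92) and the pseudocount (-1.15) still differ. Differences here are set against the rounding of the paper's values, so small ones count.

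Several statements of the paper stand against counts. For the 3 comparisons with 0 h, the binomial test gave fewer calls than the paper in each direction, and the Audic-Claverie test at the same thresholds gave the paper's numbers (462 and 138 at 6 h, 1631 and 715 at 24 h, 2702 and 2473 at 72 h). The number called at any time was 5375, or 5700 with the Audic-Claverie test, and the paper's number lies between these. Its total at 72 h in the Results is not the sum of the rises and falls it gives there. The paper's Table 2 has the annotation counts of GO and KEGG exchanged, with 45818 unigenes annotated in GO and 34746 in KEGG in the files. Unigenes of at least 1000 bp made up 41.0%, as in the paper's Results, where its Discussion gives a larger share. The files hold 1278 unigenes with an FPKM over 100 and 262 with a best match in this species, under its 2 names, and the paper gives fewer of the first and more of the second. The paper describes the numbers of differences between cold times as relatively small. The 3247 calls from 6 to 72 h exceeded the 2219 from 0 to 24 h, and this order turned with a BCV of 0.2 (735 and 774) and of 0.4 (21 and 58).

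Among unigenes that the paper names as cold-responsive, some calls depend on the setting. Of 3 PP2C genes that the paper gives as higher at 6 h, the binomial test called Unigene24667_All alone, and TMM factors, the minimum of 10 reads and the Audic-Claverie test each also called CL6797.Contig1_All and CL6797.Contig2_All. These 3 settings, and not the binomial test with library totals, also call CL9817.Contig1_All at 24 h, where the paper has it higher, and Unigene22833_All and Unigene8228_All at 6 h. Unigene36912_All, which the paper gives as induced, was not called, but was at 24 h with the Audic-Claverie test and the minimum of 10 reads. CL8401.Contig1_All, which the paper gives as down-regulated, was not called, but was at 24 h with the same 2 settings. Unigene1165_All was lower at 6 h only with the minimum of 10 reads. CL2118.Contig1_All and CL6682.Contig4_All were higher at 72 h only with TMM and DESeq2 factors.

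The paper places Unigene24431_All in a group with a peak at 24 h and a later decline, and its reads were highest at 72 h. Its entry in Additional file 6 gives 213, 3283, 6819 and 882 reads under 0, 6, 24 and 72 h. In the libraries these are the reads at 0, 24, 72 and 6 h. In that list 5 entries differ from the libraries under their headings and match them in this order. Whether Fig. 9 was drawn from these entries was not examined. The paper names Unigene16428_All among kinases strongly up-regulated at 6 h, where that unigene had 0 reads, as at 0 h. It gives the ACC oxidase CL6929.Contig1_All as hardly detectable, and the counts were 1460, 1352, 1867 and 1603 reads at 0, 6, 24 and 72 h. It gives all unigenes for unwinding of RNA as increased, and 3 of the 4 were higher at 72 h and 1 lower. Photosynthesis genes are given as lower without exception, and of 22 unigenes for light harvesting 10 were lower and 1 higher at 72 h, and of 69 for photosynthesis 14 were lower and none higher (with TMM factors 2 were higher). Several JAZ genes are given as induced. Of 5 unigenes annotated as JAZ or TIFY proteins, none was higher and 1, similar to TIFY 4B, was lower at 72 h. With TMM or DESeq2 factors 1 was higher and none lower. CL9506.Contig1_All, which Table 5 lists as JAZ1, was higher at 24 h (4.81).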

Other observations

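The lists and their tests were set in advance, and the genes said to be chosen after their values were seen are the exceptions. Sugar metabolism held some of the strongest late rises. Galactinol synthase 3, CL3435.Contig2_All, had 6, 30, 449 and 5052 reads at 0, 6, 24 and 72 h and a log2 ratio of 9.64 (95% interval 8.52 to 11.09) at 72 h, and galactinol synthase 1, Unigene27147_All, 90, 67, 92 and 348 reads and 1.87 (1.54 to 2.22). A stachyose synthase, Unigene25554_All, fell (-1.34 (-1.92 to -0.78)). Of the 4 members of galactinol and raffinose synthesis, 2 were higher and 1 lower (the same when adjusted over the list alone), against 0.221 and 0.251 expected, with a median log2 ratio of 1.07 at the 95.9th percentile of matched random lists. The beta-amylase CL4943.Contig5_All had 1017, 2276, 7953 and 20100 reads and rose at each time, to 4.23 (4.14 to 4.32), and CL4943.Contig6_All of the same cluster had 4, 15, 32 and 39. Alpha-glucan water dikinase CL2417.Contig3_All, which starts starch breakdown, went from 17 reads to 0, at least 5.98-fold lower. Of 31 members of starch breakdown, 2 were higher and 1 lower (the same over the list alone), against 1.72 and 1.95, with a median of -0.34 at the 39.5th percentile, so few members carried the gain.

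Both the lipid desaturase list and the aquaporin list held called members. The oleate desaturase FAD2 unigene CL8526.Contig1_All had 46, 56, 585 and 1104 reads and 4.51 (4.08 to 4.97), and the omega-3 desaturase Unigene20431_All 10, 27, 96 and 161 reads and 3.93 (3.02 to 5.02). Of 18 lipid desaturases 2 were higher and none lower at 24 and at 72 h (the same over the list alone), against 0.996 and 1.13 at 72 h, with a median of 0.14 at the 82.1st percentile. Of 30 aquaporins 2 were higher and 3 lower (2 and 4 over the list alone), against 1.66 and 1.88, with a median of -0.70 at the 5.35th percentile, and with TMM or DESeq2 factors 2 were higher and none lower. CL1460.Contig5_All, a plasma membrane intrinsic protein, had 557, 557, 841 and 1280 reads and 1.12 (0.98 to 1.27), and CL650.Contig3_All, a tonoplast intrinsic protein, 2008, 1739, 1792 and 961 and -1.14 (-1.25 to -1.03). Glutamate decarboxylase CL8375.Contig1_All, chosen after its values were seen, had 255, 1187, 1613 and 1371 reads and 2.35 (2.16 to 2.55).

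Heat shock proteins held more rises than falls, and the list of RNA-binding and cold shock proteins as many of each by library totals. The heat shock cognate 70 unigene CL5551.Contig1_All had 1, 12, 217 and 592 reads and 9.13 (6.65 to 14.44), and CL5551.Contig2_All of its cluster 2, 6, 89 and 373. Of 100 heat shock proteins, 12 were higher and 5 lower at 72 h (13 and 5 over the list alone), against 5.54 and 6.28, with a median of -0.23 at the 57.9th percentile. Of 80 glycine-rich RNA-binding and cold shock proteins, 6 were higher and 6 lower (the same over the list alone), against 4.43 and 5.02, with a median of -0.27 at the 57.4th percentile. Its largest changes were in unigenes annotated only as nucleic acid binding, Unigene9176_All with 51, 125, 225 and 197 reads and CL253.Contig5_All with 111, 59, 53 and 12.

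Phenylpropanoid and flavonoid synthesis had more falls than rises by library totals. Of 68 members 3 were higher and 12 lower (the same over the list alone), against 3.76 and 4.27, with a median of -1.00 at the 0.05th percentile. With TMM or DESeq2 factors 4 were higher and 5 lower, and with a BCV of 0.2 the order turned to 3 and 2. Chalcone synthases Unigene10076_All (10, 34, 92 and 103 reads) and Unigene7035_All (2, 9, 26 and 39) rose, and the dihydroflavonol reductase Unigene25430_All fell, from 193 reads at 0 h to 18 at 72 h (-3.50 (-4.29 to -2.80)). Of 18 terpene synthases 2 were higher and 1 lower (3 and 1 over the list alone), against 0.996 and 1.13, with a median of 0.61 at the 82.9th percentile. The farnesene synthase CL6875.Contig1_All had 1, 5, 8 and 41 reads, and Unigene24604_All, of the same annotation, 195, 104, 84 and 70.

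Growth and cell wall genes were mixed. For cell cycle and histones, 4 of 156 were higher and 12 lower (the same over the list alone), against 8.63 and 9.80, with a median of -0.40 at the 16.0th percentile, and with a BCV of 0.4 this turned to 2 and none. Histone H2B Unigene23617_All had 3, 15, 44 and 168 reads and the kinesin Unigene13408_All 0, 2, 15 and 72. Unigene1707_All, which fell from 98 to 16 reads, matched the list by a cyclin-like F-box annotation and is not a known cell cycle gene. For xyloglucan and expansin, 11 of 44 were higher and 6 lower at 72 h (the same over the list alone), against 2.44 and 2.76, with a median of 0.52 at the 99.4th percentile. Xyloglucan endotransglucosylase CL9704.Contig1_All, chosen after its values were seen, had 1670, 1448, 1137 and 307 reads and -2.52 (-2.70 to -2.34), and the expansin Unigene10567_All 11, 23, 56 and 96 and 3.05 (2.14 to 4.10). Clock genes gave 1 higher and 2 lower of 18 (1 and 3 over the list alone), against 0.996 and 1.13, with a median of -0.30 at the 54.9th percentile. FKF1 (Unigene18030_All) had 189, 276, 272 and 472 reads and APRR2 (CL1789.Contig1_All) 951, 794, 766 and 383.

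Marker lists gave these results at 72 h. Of 23 xylem and stem markers none was higher and 5 were lower (the same over the list alone), against 1.27 and 1.44, with a median of -1.19 at the 0.345th percentile, and TMM left 3 and DESeq2 4 lower, and a BCV of 0.2 or 0.4 none. The 4 named members, among them Unigene30017_All with 182, 190, 167 and 69 reads, are fasciclin-like arabinogalactan proteins, which leaves also express. Of 24 root markers 3 were higher and none lower (the same over the list alone), against 1.33 and 1.51, with a median of 0.77 at the 98.7th percentile, and the 3 are phosphate transporters, among them CL7010.Contig2_All with 875, 1088, 1971 and 2309 reads. Of 56 organelle-encoded transcripts 2 were higher and none lower (the same over the list alone), against 3.10 and 3.52, with a median of 0.28 at the 96.0th percentile, and both, Unigene18711_All and Unigene32339_All, are annotated as cytochrome oxidase subunit 1. Among 124 reference genes 7 were higher and 3 lower (7 and 4 over the list alone), against 6.86 and 7.79, with a median of -0.23 at the 70.2nd percentile. The polyubiquitin Unigene385_All had 431, 651, 1188 and 5367 reads and 3.56 (3.42 to 3.71). The list of other organisms matched no unigene.

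Transposable elements went both ways. Of 106 members 8 were higher and 3 lower (the same over the list alone), against 5.87 and 6.66, with a median of -0.54 at the 4.42nd percentile, and the Audic-Claverie test and the minimum of 10 reads each gave 8 and 8. Among them CL188.Contig1_All, a reverse transcriptase, had 8, 10, 336 and 1261 reads and Unigene1078_All, a copia element, 0, 0, 35 and 142, at least 44.8-fold higher. Unigene18325_All, a conserved hypothetical protein chosen after its values were seen, had 1957, 6379, 21558 and 29561 reads and 3.84 (3.77 to 3.91), and Unigene29878_All 9360, 10877, 20259 and 27555 and 1.48 (1.45 to 1.51).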
